# Long Noncoding RNA *HOXA11-AS* and Transcription Factor HOXB13 Modulate the Expression of Bone Metastasis-Related Genes in Prostate Cancer

**DOI:** 10.3390/genes12020182

**Published:** 2021-01-27

**Authors:** Aya Misawa, Yukihiro Kondo, Hiroyuki Takei, Toshihiro Takizawa

**Keywords:** *HOXA11-AS*, HOXB13, long noncoding RNA, metastasis, prostate cancer

## Abstract

Long noncoding RNAs (lncRNAs) are emerging as critical regulators of gene expression, which play fundamental roles in cancer development. In this study, we found that *homeobox A11 antisense RNA (HOXA11-AS)*, a highly expressed lncRNA in cell lines derived from prostate cancer bone metastases, promoted the cell invasion and proliferation of PC3 prostate cancer cells. Transcription factor homeobox B13 (HOXB13) was identified as an upstream regulator of *HOXA11-AS.* *HOXA11-AS* regulated bone metastasis-associated C-C motif chemokine ligand 2 (CCL2)/C-C chemokine receptor type 2 (CCR2) signaling in both PC3 prostate cancer cells and SaOS2 osteoblastic cells. The HOXB13/*HOXA11-AS* axis also regulated integrin subunits (ITGAV and ITGB1) specific to prostate cancer bone metastasis. HOXB13, in combination with *HOXA11-AS*, directly regulated the *integrin-binding sialoprotein* (*IBSP*) promoter. Furthermore, conditioned medium containing *HOXA11-AS* secreted from PC3 cells could induce the expression of *CCL2* and *IBSP* in SaOS2 osteoblastic cells. These results suggest that prostate cancer *HOXA11-AS* and HOXB13 promote metastasis by regulation of CCL2/CCR2 cytokine and integrin signaling in autocrine and paracrine manners.

## 1. Introduction

The metastatic spread of tumor cells to vital organs is the primary cause of mortality in patients with cancer. Bone marrow is a common destination for many malignant cancers, including prostate cancer, breast cancer, thyroid cancer, lung cancer, bladder cancer, renal cell carcinoma, neuroblastoma, and melanoma [1]. Mammary malignant cells and osteoblasts can induce hydroxyapatite crystal (mineralized calcium phosphate) deposition within primary tumors, which suggests that they can generate a microenvironment that favors the crystallization of calcium and phosphate ions into bone-specific hydroxyapatite.

Homeobox (*HOX*) gene clusters constitute some of the most ancient and highly conserved multigene loci among eukaryotes [2]. HOX genes encode homeoproteins that are key components of master regulatory pathways and have been studied in detail over the past decade for their roles in the mechanisms underlying both organogenesis and oncogenesis [3,4]. Studies of *HOX* genes have primarily focused on protein-coding regions, but recent advances in genomics have revealed a variety of sense and antisense noncoding transcripts embedded within the *HOX* clusters and their flanking regions [5]. Long noncoding RNAs (lncRNAs) are transcripts longer than 200 nucleotides that demonstrate no protein-coding capacity [6]. They contribute to epigenetic activation and repression by opening large chromatin domains, maintaining the chromatin state, or modulating RNA interference-mediated silencing processes (e.g., by acting as molecular sponges through both cis and trans mechanisms) [7]. *Homeobox A11 antisense RNA* (*HOXA11-AS*) is a highly conserved lncRNA located in the HOXA gene cluster on chromosome 7p15.2, at the opposite strand of the protein-coding gene, *HOXA11*. *HOXA11-AS* initiates tumor formation and metastasis [8]; it functions as an oncogene in many types of cancers by regulating polycomb repressive complex 2 (PRC2) [9] and acting as a sponge for microRNAs [10,11].

In this work, we found that lncRNA *HOXA11-AS* was highly expressed in cell lines derived from prostate cancer bone metastases, where it promoted cell invasion and proliferation. Furthermore, we identified a homeobox B13 (HOXB13) transcription factor as an upstream regulator of *HOXA11-AS.* In cooperation with HOXB13, *HOXA11-AS* regulated the expression of chemokines, integrins, and related genes (e.g., *integrin-binding sialoprotein* (*IBSP*)) to promote the bone-specific metastasis of prostate cancer. We propose that prostate cancer cell-derived *HOXA11-AS* acts in a paracrine manner to modulate cytokine signaling in osteoblastic cells within the bone marrow milieu.

## 2. Materials and Methods

### 2.1. Cell Lines and Reagents

Cells were obtained from American Type Culture Collection (Manassas, VA, USA). PC3 and LNCaP cells were grown in RPMI medium. VCaP and DU145 cells were grown in Dulbecco’s Modified Eagle’s Medium with 4.5 g/L d-glucose. SaOS2 cells were grown in Dulbecco’s Modified Eagle’s Medium with 1.0 g/L d-glucose. All culture media were supplemented with 10% fetal bovine serum, and all cells were maintained at 37 °C in 10% O_2_ and 5% CO_2_. 

To generate PC3 cells overexpressing *HOXA11-AS* (A11AS-PC3 cells), *HOXA11-AS-204* (ENST00000522674.1) cDNA was synthesized using RNA purified from PC3 cells. cDNA was used as a template to amplify the *HOXA11-AS* sequence with primers listed in Table S1 The amplified sequence was cut with *HindIII* and *KpnI* restriction enzymes and inserted into the pcDNA3.1 vector (Thermo Fisher Scientific, Waltham, MA, USA). Then, PC3 cells were seeded into 6-well plates, transfected with *HOXA11-AS* vector or negative control pcDNA3.1 empty vector with Lipofectamine 3000 (Thermo Fisher Scientific), and treated with 500 mg/mL G418 (Sigma-Aldrich, St. Louis, MO, USA). Surviving cells were grown in G418-containing medium as stably transfected cells. 

### 2.2. RNA Interference

siRNAs were designed using siDirect version 2.0 (http://sidirect2.rnai.jp) and purchased from Sigma Genosys (Sigma-Aldrich). Mission siRNA Universal Negative Control #1 was used as negative control siRNA (Sigma-Aldrich). Cells were transfected with siRNAs using Lipofectamine RNAiMax transfection reagent (Thermo Fisher Scientific) at a final concentration of 20 nM, in accordance with the manufacturer’s protocol. The siRNA sequences are listed in Table S2. 

### 2.3. Invasion and Proliferation Assays

For invasion assays, cells were seeded in CIM-Plates (Agilent Technologies, Santa Clara, CA USA) at a concentration of 4 × 10^4^ cells/well. For proliferation assays, cells were seeded in E-Plates (Agilent Technologies) at a concentration of 6 × 10^3^ cells/well. siRNA transfection was performed in 6-well plates, 24 h before seeding. Cell growth was monitored for 72 h using the xCELLigence Real Time Cell Analysis System (Agilent Technologies). Cell invasion assays were carried out in triplicate.

### 2.4. Microarray Analysis

Microarray analysis was performed using human Clariom D Assays (Thermo Fisher Scientific). For data analysis, GO term and pathway analysis were performed using the Microarray Analysis Tool (Thermo Fisher Scientific). These data are available in the Gene Expression Omnibus database (GEO Accession No. GSE147710; https://www.ncbi.nlm.nih.gov/geo).

### 2.5. Plasmid Construction

Inserts for *HOXA11-AS* and *IBSP* luciferase vectors were amplified with the PC3 genome as template, using the primers listed in Table S1. The insert of *HOXA11-AS* luciferase vector containing the promoter region ranged from −1468 to +383. The insert of *HOXA11-AS* luciferase vector without the promoter region ranged from −367 to +383. Both inserts were cloned into pGL3-Basic luciferase vector (Promega, Madison, WI, USA) using *KpnI* and *HindIII* restriction enzyme sites. The promoter region of the *IBSP* luciferase vector ranged from −344 to +90. An insert of 269 bp within this region was cloned into the pGL3-Basic luciferase vector (Promega) with *KpnI* and *SacI* restriction enzyme sites, using primers listed in Table S1. 

### 2.6. qPCR Analysis 

The NucleoSpin RNA Plus Kit (Macherey-Nagel, Düren, Germany) was used for total RNA isolation. RNA concentration was measured with a NanoDrop Spectrophotometer (Thermo Fisher Scientific) or Quantus Fluorometer (Promega). First-strand cDNA was generated using the PrimeScript RT reagent kit III (Takara Bio, Shiga, Japan). Expression levels were quantified by qPCR using the KAPA SYBR FAST ABI Prism 2 × qPCR Master Mix (Applied Biosystems, Foster City, CA, USA) and 7300 and 7900 Real-Time PCR systems (Applied Biosystems). Relative mRNA levels were determined by normalization to *GAPDH* mRNA levels. Primers are listed in Table S3.

### 2.7. Luciferase Assays

Plasmids containing *HOXA11-AS* or *IBSP* promoters were constructed by inserting respective promoter regions into the pGL3-Basic luciferase vector (Promega), as mentioned above. Cells were seeded in 24-well plates at a density of 1 × 10^5^ cells/well. The following day, cells were co-transfected with 20 pmol siRNA and 300 ng luciferase reporter plasmid using Xfect microRNA Transfection Reagent (Takara Bio), in accordance with the manufacturer’s instructions. As a transfection efficiency control, pRL-Tk Renilla luciferase reporter plasmid (Promega) was co-transfected at 10 ng/plate. For luciferase assays, a Dual-Luciferase Reporter Assay System (Promega) was used in accordance with the manufacturer’s instructions. Luciferase activity was measured using GloMax luminometer (Promega) and normalized to the levels of Renilla luciferase activity.

### 2.8. ChIP Assay

ChIP assays were performed using the Simple ChIP Enzymatic Chromatin IP Kit (Agarose Beads), in accordance with the manufacturer’s protocol (Cell Signaling Technology, Danvers, MA, USA). PC3 cells seeded in 10 cm dishes were transfected with siRNA for 24 h. Cells were cross-linked with 1% formaldehyde for 10 min at room temperature and stopped by addition of 0.2 M glycine. Chromatin was digested with micrococcal nuclease to an average size of 150 bp; the reaction was stopped by addition of 0.5 M EDTA. Nuclear membranes were lysed by sonication with 8 sets of 10 s pulses, using a Diagenode Bioruptor (Diagenode SPA, Región de Valparaiso, Chile). After centrifugation had been performed, anti-HOXB13 (Cat# PA5-78327; Thermo Fisher Scientific), or Normal Rabbit IgG (Cat# 2729; Cell Signaling Technology) antibodies were added to lysates; the mixtures were rotated at 4 °C overnight. Protein beads were then added, and the lysates were rotated for 2 h. Beads were then washed, and DNA was eluted and treated with proteinase K (Cell Signaling Technology). DNA was purified with spin columns and used as template for qPCR. Fold enrichment relative to input levels was quantified by qPCR using the SYBR Green PCR master mix and 7300 Real-Time PCR system. The *RPL30* locus was used as the positive control. Primer sequences for ChIP qPCR are listed in Table S3.

### 2.9. Western Blotting

Whole-cell lysates were prepared using NP-40 lysis buffer. Protein concentrations were determined using the Bradford Assay (Thermo Fisher Scientific). Twenty milligrams of each protein lysate were loaded onto 4–20% precast polyacrylamide gels (Bio-Rad, Hercules, CA, USA), separated by electrophoresis, and electrotransferred to Sequi-Blot PVDF Membranes (Bio-Rad). Primary antibodies for Western blotting were anti-HOXB13 (Cat# PA5-78327; Thermo Fisher Scientific), anti-ITGAV (Cat# PA5-86575; Thermo Fisher Scientific), anti-ITGB5 (Cat# PA5-17260; Thermo Fisher Scientific), anti-ITGB1 (Cat# ab179471; Abcam, Cambridge, MA, USA) anti-ITGB3 (Cat# ab179473; Abcam), anti-ACTB (Cat# A5316; Sigma-Aldrich), anti-CCL2, clone 2D8 (Cat# MABN712; Merck Millipore, Burlington, MA, USA), and anti-IBSP (Cat# 5468; Cell Signaling Technology). Primary antibodies were detected by using appropriate horseradish peroxidase-conjugated secondary antibodies. Signals were then detected with an Enhanced Chemiluminescence System (GE Healthcare, Piscataway, NJ, USA) and blots were scanned using the Image Reader LAS-4000 (Fuji Film, Tokyo, Japan). Signal intensity was quantified using ImageJ software (RRID: SCR_003070; National Institutes of Health, Bethesda, MD, USA).

### 2.10. Gene Expression Omnibus Dataset Analysis

RNA sequencing data from VCaP and LNCaP cells lines, which were derived from prostate cancer bone and lymph node metastases, respectively (GEO Accession No. GSE82225), were analyzed to investigate lncRNA upregulation in prostate cancer bone metastasis. Gene expression was determined as the number of reads per kilobase of exon model per million mapped reads. Ingenuity Pathway Analysis (IPA) software was used for this investigation (QIAGEN Bioinformatics). 

A clinical sample dataset was downloaded from the NCBI Gene Expression Omnibus database (GEO Accession No. GSE74685). Custom Agilent 44K whole human genome expression oligonucleotide microarrays were used. The set included 149 castration-resistant prostate cancer tumors from 63 patients. Samples analyzed were bone (*n* = 20), lymph node (*n* = 69), lung (*n* = 22), liver (*n* = 21), and others (*n* = 17). Data were analyzed using the interactive web tool (GEO2R) and Excel software (Microsoft, Redmond, WA, USA).

The expression of cancer metastasis-associated lncRNAs (*MALAT-1*, *NEAT-1*, *HOTAIR*, and *HOXA11-AS*) in four prostate cancer cell lines (VCaP, PC3, LNCaP, and DU145) and a normal prostate epithelial cell line PNT2 was analyzed by comparison of exosomal RNA versus total RNA. A lncRNA array dataset from NCBI Gene Expression Omnibus (GSE81034) was used. Arraystar Human LncRNA Array v2.0 was scanned with Agilent DNA Microarray Scanner. Values represent raw signal intensities normalized in quantile method by GeneSpring GX v11.5.1 and adjusted by Combat program to remove batch effects.

### 2.11. Isolation of Extracellular Vesicles (EVs)

To assess whether *HOXA11-AS* was present in EVs, EVs were isolated from the cell culture supernatant of PC3 cells in accordance with the differential ultracentrifugation approach described by Thery et al. [12]. Briefly, PC3 cells (7 × 10^6^ cells) were cultured in exosome-free RPMI medium. After 48 h, cell culture supernatant (150 mL) was collected. Following the first 100,000 × *g* centrifugation, supernatant (i.e., “EV-subtracted supernatant”) was collected. After the second 100,000× *g* centrifugation, the resulting pellet was filtered through a 0.22 μm filter and then washed by resuspension in phosphate-buffered saline. EVs were subsequently purified by centrifugation at 100,000× *g* using a 30% sucrose cushion. The concentration and size distribution of the isolated EVs were analyzed using the NanoSight particle tracking system (LM10; NanoSight, Amesbury, Wiltshire, UK) [13]. qPCR was performed as described above.

### 2.12. Statistical Analysis

Statistical differences (*p* values) among groups were obtained using two-sided unpaired *t*-tests. All experiments were performed at least two or three times. *p* < 0.05 was considered statistically significant. Statistical analyses were performed using Excel (Microsoft).

## 3. Results

### 3.1. HOXA11-AS Is Highly Expressed in Cell Lines Derived from Bone Metastases

To investigate lncRNA upregulation in prostate cancer bone metastasis, we first analyzed existing RNA sequencing data from VCaP and LNCaP cells lines, which were derived from prostate cancer bone and lymph node metastases, respectively (GEO Accession No. GSE82225). Among the 8367 total genes, 4358 with more than 10 reads were selected from either VCaP or LNCaP cells by Ingenuity Pathway Analysis (IPA). The expression levels of these genes in both cell lines were compared; 1214 genes were expressed more than 2-fold and 1355 genes were expressed less than 2-fold in VCaP cells, compared with LNCaP cells (Figure 1A). Among the genes differentially expressed more than 2-fold in VCaP cells compared to LNCaP cells, we found out many lncRNAs derived from *HOX* clusters. We plotted these *HOX* cluster-derived lncRNAs in Figure 1B, where the X-axis shows the name of the lncRNA and the Y-axis shows the fold change of the number of reads per kilobase of exon model per million mapped reads (RPKM) in VCaP cells with respect to the RPKM in LNCaP cells, calculated as the ratio between RPKM (VCaP)/RPKM (LNCaP) (Figure 1B). *HOXA11-AS*, the 50th highly expressed gene among all lncRNAs identified in VCaP cells, was upregulated 40-fold, compared with LNCaP cells (Figure 1B). Expression of *HOXA11-AS* was verified in four prostate cancer cell lines (i.e., VCaP, PC3, LNCaP, and DU145) by quantitative polymerase chain reaction (qPCR) analysis (Figure 1C). The two cell lines derived from bone metastases, VCaP and PC3, showed substantially higher expression levels of *HOXA11-AS* compared with LNCaP and DU145, which are derived from lymph node and brain metastases, respectively. *HOXA11-AS* promotes cancer progression and metastasis in many types of cancers by the interaction with PRC2 or acting as a sponge for miRNAs [8,9,10,11]. Recently, another group already showed the function of *HOXA11-AS* in prostate cancer [14], but the underlying role of *HOXA11-AS* in prostate cancer metastasis still remains poorly understood. Therefore, we focused on this lncRNA by analyzing its upstream and downstream genes to determine genes involved in prostate cancer bone metastasis. We first tried to elucidate the relation between *AR* and *HOXA11-AS* using AR-positive VCaP cell line and found that *AR* knockdown by small interfering RNAs (siRNAs) did not show changes in *HOXA11-AS* expression (Figure S1). These data suggest that *HOXA11-AS* is not regulated by AR and lead us to proceed with AR-negative PC3 cell line for further experiments.

### 3.2. HOXA11-AS Promotes the Invasion and Proliferation of Prostate Cancer Cells

In most cancers, *HOXA11-AS* functions as an oncogene by promoting proliferation, migration, invasion, and metastasis. Therefore, in our first experiment, we compared invasive behaviors of human bone metastatic prostate PC3 cells between those transfected with *HOXA11-AS* specific siRNAs and those transfected with control siRNA, using the xCELLigence real-time analyzer system. Silencing efficiency was evaluated by qPCR analysis (Figure 1D). Under these experimental conditions, *HOXA11-AS* silencing led to a significant reduction in the invasive abilities of PC3 cells, compared with control cells (Figure 1E). Silencing of *HOXA11-AS* also led to a reduction in cell proliferation (Figure 1E). These findings suggest that *HOXA11-AS* promotes cell invasion and proliferation in prostate cancer cells. Furthermore, we analyzed the expression levels of metastasis-associated genes, such as *Cadherin-1* (*CDH1*, also known as *E-cadherin*) and *matrix metalloproteinase 3* (*MMP3*), in *HOXA11-AS*-repressed PC3 cells. *CDH1* expression increased, while *MMP3* expression decreased, in PC3 cells transfected with siHOXA11-AS for 48 h (Figure 1F). These data suggest that *HOXA11-AS* may regulate prostate cancer invasion through the modulation of metastasis-associated *CDH1* and *MMP3.*

### 3.3. HOXB13 Is an Upstream Regulator of HOXA11-AS

Next, we explored the upstream factors of *HOXA11-AS* in prostate cancer cells using the chromatin immunoprecipitation assay (ChIP)-Atlas database (https://chip-atlas.org/; accessed on 20 March 2019). In the genomic locus of *HOXA11-AS,* we found androgen receptor (AR)- and forkhead box A1 (FOXA1)-binding sites, which are key components in prostate cancer development and progression [15]. As mentioned above, we showed that *AR* knockdown did not affect the expression of *HOXA11-AS* expression in VCaP cells (Figure S1). We also examined whether *FOXA1* may regulate *HOXA11-AS* by siFOXA1, but *FOXA1* knockdown did not show changes in *HOXA11-AS* expression in VCaP cells (Figure S2). Near the *HOXA11-AS* gene locus, we also found a strong HOXB13-binding site; this homeoprotein is another important transcription factor and coregulator of AR [16] (Figure 2A). Furthermore, we analyzed *HOXB13* expression levels in different cancers using the Oncomine database (https://www.oncomine.org/resource/login.html; accessed on 28 February 2020). Among 16 different types of cancer, *HOXB13* was highly expressed in prostate cancer, suggesting its importance in prostate cancer progression (Figure 2B). Thus, we explored the relationship between *HOXB13* and *HOXA11-AS.*

First, we transfected PC3 cells with different siRNAs for 48 h and analyzed the expression levels of *HOXB13*, *HOXA11-AS*, and *HOXA11* by qPCR (Figure 2C,E,H). siRNAs targeting two different sequences were combined for more efficient gene silencing and downstream effects. 

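HOXB13, the homeobox transcription factor that siHOXB13 targets, was lower with siHOXB13 than with siNC on the 24 h microarrays, but higher on the array labelled siHOXB13 than on the array labelled siNC at 48 h. RNA of the transfected PC3 cells had been hybridized to microarrays with 1 array per condition, so a difference at a single time has no replicate check. The log2 intensity of HOXB13 at 24 h was 10.10 with siNC and 8.09 with siHOXB13, a difference of −2.01. At 48 h it was 8.52 on the array labelled siNC and 10.36 on the array labelled siHOXB13, a difference of 1.84. The targeted gene goes against the labels of these 2 arrays, so they are named by their labels throughout. The paper's RT-qPCR shows lower HOXB13 with siHOXB13 (Fig. 2D), which does not settle which array is which. HOXA11-AS, the lncRNA transcribed from the strand opposite HOXA11, had a log2 intensity of 6.68 on the array labelled siNC and 6.54 on the array labelled siHOXB13 at 48 h. The difference was −0.14, with its direction taken from the labels in doubt. At 24 h HOXA11-AS was 6.30 with siNC and 6.49 with siHOXB13, a difference of 0.19. The median log2 intensity over the 16808 named genes with the highest mean levels was also higher with siHOXB13, at 7.46 against 7.24 with siNC. The 0.19 therefore cannot be told apart from a shift of the whole array. Over both times, limma gave HOXA11-AS a log2 difference of 0.02 with siHOXB13 (standard error 0.30, adjusted p = 1.00). This estimate takes in the 48 h difference, so it rests on the labels in doubt too.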

*HOXA11-AS* was repressed by siHOXB13 transfection (Figure 2C). *HOXA11-AS* repression by siHOXB13 was also observed in VCaP cells (Figure S3). Transfection of siHOXB13 also reduced *HOXA11* expression (Figure 2E), suggesting that HOXB13 positively regulates both *HOXA11-AS* and *HOXA11* through a bidirectional promoter. Notably, siHOXA11-AS transfection enhanced *HOXA11* expression (Figure 2E). *HOXA11* has been identified as a novel tumor suppressor in renal cell carcinoma, which inhibits cell proliferation, migration, and invasion, while inducing apoptosis [17]. These results suggest that *HOXA11-AS,* as an oncogene, represses the opposite-strand tumor suppressor gene *HOXA11.* Unexpectedly, siHOXA11 transfection repressed *HOXA11-AS* expression, which suggests that *HOXA11* enhances *HOXA11-AS* (Figure 2C). 

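On the 48 h microarrays, the log2 intensity of HOXA11-AS was 6.25 with siHOXA11, which is 0.43 below the array labelled siNC, a log2 difference of −0.43. At 24 h it was 6.29 with siHOXA11, a difference of −0.01 from siNC. With siHOXA11-AS, which targets the transcript itself, HOXA11-AS was 6.40 at 48 h and 6.01 at 24 h. Its differences from siNC were −0.28 and −0.29. Set against the siNC array of 24 h, whose label is not in doubt, HOXA11-AS at 48 h differed by −0.05 with siHOXA11 and by 0.09 with siHOXA11-AS. Over both times, limma gave log2 differences of −0.22 for siHOXA11 (standard error 0.30, adjusted p = 0.98) and −0.29 for siHOXA11-AS (standard error 0.30, adjusted p = 1.00). With each array centred on its median, the differences of HOXA11-AS with siHOXA11 were −0.23 at 48 h and −0.20 at 24 h. At 24 h the median over the 16808 genes with the highest mean levels was 7.39 with siHOXA11-AS and 7.24 with siNC. At 48 h it was 7.53 with siHOXA11-AS and 7.40 on the array labelled siNC. Centring therefore makes the falls of HOXA11-AS with siHOXA11-AS larger. HOXA11 itself was not analysed here, because no probe set was paired with that symbol alone in the annotation used.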

A complex regulatory circuit among *HOXA11-AS*, *HOXA11*, and *HOXB13* may exist, and more experiments are needed in order to elucidate the exact mechanism of action among these genes. Neither siHOXA11 nor siHOXA11-AS transfection affected *HOXB13* expression (Figure 2D). 

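HOXB13 had a log2 intensity of 10.53 with siHOXA11 and 10.02 with siHOXA11-AS on the 24 h microarrays, differences of 0.43 and −0.08 from siNC. At 48 h it was 11.12 with siHOXA11 and 11.20 with siHOXA11-AS. These values lay 2.60 and 2.68 above the array labelled siNC, where HOXB13 was low. Against the siNC array of 24 h, they lay 1.02 and 1.11 higher. Over both times, limma gave HOXB13 log2 differences of 1.51 with siHOXA11 (standard error 0.74, adjusted p = 0.98) and 1.30 with siHOXA11-AS (standard error 0.74, adjusted p = 1.00). The sizes at 48 h rest on the array labelled siNC, whose HOXB13 level goes against its label.

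**Figure D1:**
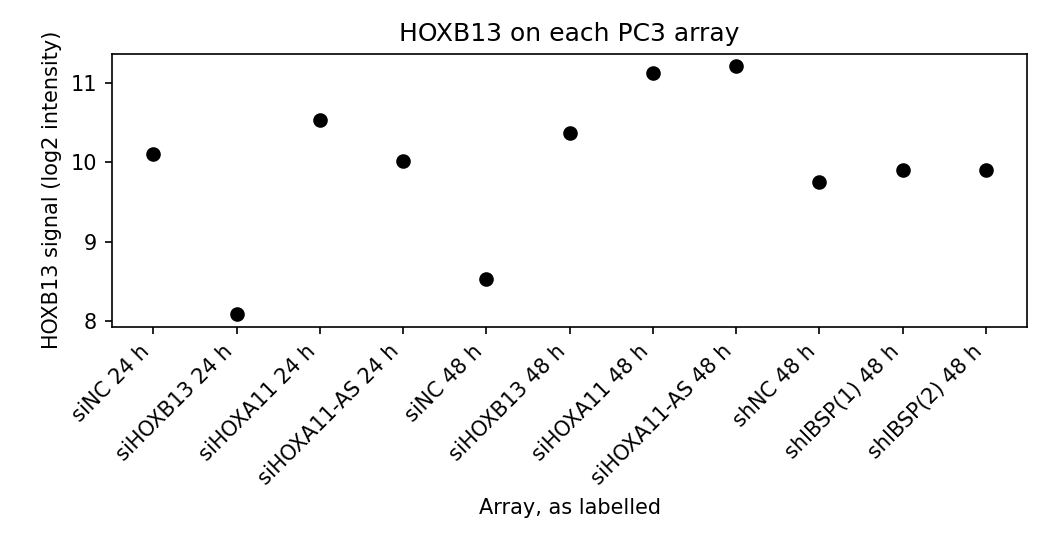
Log2 intensity of HOXB13 on each of the 11 arrays, with 1 point per array and no error bars, because each condition has 1 array. HOXB13 is lowest with siHOXB13 at 24 h (8.09) and on the array labelled siNC at 48 h (8.52), and highest with siHOXA11-AS at 48 h (11.20).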

Next, we performed microarray analysis of these siRNA-transfected PC3 cells using the Microarray Data Analysis Tool (version 3.2; Filgen, Aichi, Japan). 

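PC3 is an androgen-independent human prostate cancer cell line from a bone metastasis. 11 arrays of PC3 cells were analysed here, with 1 array per condition. 8 arrays held cells transfected with siNC, siHOXB13, siHOXA11 or siHOXA11-AS and collected at 24 h or 48 h. The other 3, all at 48 h, were labelled shNC, shIBSP(1) and shIBSP(2) in their titles, while other fields of their labels say siRNA and the paper's Table S2 lists siIBSP (1) and (2), so whether they held shRNA or siRNA is not settled. IBSP encodes bone sialoprotein. The heatmap of the paper covers 48 h, and the paper's text does not describe the 24 h arrays or the 3 sh arrays. The paper gives the siRNA concentration as 20 nM, and the sample labels give 20 uM. The arrays were human Clariom D arrays, whose probe sets cover coding and noncoding transcripts. According to the submitters' processing notes, the authors summarized them with Affymetrix Expression Console, and the deposited values are intensities on a linear scale. The version and the normalization between arrays are not given in the sources used here. The median intensity over 138745 probe sets was between 17.4 and 18.2 on 10 of the arrays and 19.2 with siHOXA11 at 48 h. Log2 values were taken here. Of the probe sets, 36176 carried exactly 1 gene symbol, 1119 carried several and 101450 carried none. Each gene was read from its brightest probe set, and the 16808 genes with the highest mean levels, of 33616 named, were kept. Differences are log2 differences from siNC of the same time. Where a 48 h array is set against the siNC array of 24 h instead, time differs as well as the siRNA. Because no condition has a replicate array, limma was used for the part of each difference common to 24 h and 48 h, with the disagreement between the times (3 residual degrees of freedom) as the error. A gene list is given by the median log2 difference of its members, with the percentile of that median among 10000 random lists of the same size matched on mean level, which describes these arrays and is not a test.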

Genes with expression levels that increased or decreased more than 2-fold, compared with their levels in negative control siRNA-transfected cells, were clustered and plotted (Figure 2F). 

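The genes named first are examples of those at least 2-fold different from siNC at 48 h and different in the same direction at 24 h. With siHOXA11-AS, the interferon-induced genes IFIT1 and SP110 had log2 differences of 5.75 and 3.64 at 48 h, and 1.58 and 0.25 at 24 h. IFIT1 had 1.94 on the array labelled siHOXB13 and 0.09 with siHOXB13 at 24 h. TRAM1, part of the protein translocation machinery of the endoplasmic reticulum, had −2.92 and −1.70 with siHOXA11-AS, and NUS1, a subunit of the dolichol-synthesizing prenyltransferase, had −2.53 and −1.52. With siHOXA11, the thioredoxin reductase gene TXNRD1 had −3.70 at 48 h and −1.04 at 24 h, the COPII coat gene SEC23B had −3.27 and −0.76, and the RNA helicase gene DDX23 had 2.40 and 0.70. On the array labelled siHOXB13, TXNDC16 had 2.26 at 48 h (0.72 at 24 h with siHOXB13), the mucin gene MUC13 had −2.11 (−0.31 at 24 h) and CD274, which encodes PD-L1, had −1.44 (−0.23 at 24 h). The study lists MUC13 in Table S4 as raised by both knockdowns. With siHOXB13, the shared direction rests on the labels in doubt and would turn if they were exchanged. As labelled, 265 of 878 genes higher at 48 h and 61 of 777 lower kept their direction at 24 h. TXNDC16 also had 2.99 and 2.02 with siHOXA11-AS. Across the 16808 genes kept, 152 were 2-fold higher and 89 were 2-fold lower with both siHOXA11-AS and the array labelled siHOXB13 at 48 h, where independent lists would share 32.3 and 15.9. 9 genes were higher with siHOXA11-AS and lower with siHOXB13, and 3 the reverse. With siHOXA11 and siHOXA11-AS, 87 genes were higher with both and 103 lower with both, while 58 were lower with siHOXA11 and higher with siHOXA11-AS and 10 the reverse. With siHOXA11 and siHOXB13, 146 were higher with both and 265 lower with both, while 31 and 9 went opposite ways. The log2 differences at 48 h correlated across genes, which are not independent replicates, at r = 0.38 for siHOXA11-AS and siHOXB13 (covariance 0.125), 0.18 for siHOXA11 and siHOXA11-AS (0.0694) and 0.33 for siHOXA11 and siHOXB13 (0.151). Unchanged arrays set against 1 shared siNC array, simulated in 100 draws, gave r = 0.50, a covariance of 0.186 and 266.9 genes shared in either direction. The draws gave the arrays equal spread for each gene, which by itself fixes r near 0.50. That spread was limma's residual SD, which also holds changes of an effect with time and the arrays in doubt. The simulated covariance and count may therefore be too high. At 24 h, the correlations were 0.56 for siHOXA11-AS and siHOXB13 (covariance 0.141), 0.54 for siHOXA11 and siHOXA11-AS (0.127) and 0.62 for siHOXA11 and siHOXB13 (0.139), above the simulated r, with covariances below the simulated one. The genes 2-fold higher with both at 24 h numbered 261, 212 and 281 for the 3 pairs, those lower with both 45, 44 and 33, and at most 5 went either of the opposite ways. The control could not be split, so part of each value may come from the single siNC array of its time. Without any control, the root mean square log2 distance between the 48 h arrays was 0.649 for siHOXA11-AS and siHOXB13, 0.875 for siHOXA11 and siHOXA11-AS and 0.813 for siHOXA11 and siHOXB13. The first and last use the array labelled siHOXB13, whose label is in doubt. The distance to the array labelled siNC at 48 h was 0.535 from siHOXA11-AS and 0.766 from siHOXA11. With exchanged labels, these would be the distances to the knockdown of HOXB13. The siHOXA11 array of 48 h stood apart, with a median distance of 0.816 to the other arrays. From the heatmap of these arrays, the paper states that the knockdowns of HOXA11-AS and HOXB13 act on similar genes and that of HOXA11 on the opposite.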

As the heatmap shows, *HOXA11-AS* and *HOXB13* knockdown modulated similar genes, while *HOXA11* showed opposite results (Figure 2F). 

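Of the 73 membrane-associated genes of Table S4, 72 were named on the array and 71 were among the genes kept. At 48 h, their median log2 difference was −0.22 with siHOXA11-AS (percentile 0.00) and −1.83 on the array labelled siHOXB13 (percentile 0.00), against the array labelled siNC. Of the 72 genes, 3 were 2-fold higher with siHOXA11-AS, 0 with siHOXB13 and 0 with both, and 3 and 71 were 2-fold lower. At 24 h, their medians over the genes kept were 0.95 with siHOXA11-AS and 1.18 with siHOXB13 (both at percentile 100), and 34, 46 and 30 of the 72 were 2-fold higher with siHOXA11-AS, with siHOXB13 and with both. GLIPR1 had log2 differences of 2.35 at 48 h and 2.37 at 24 h with siHOXA11-AS, and NIPA1, a magnesium transporter gene, had 1.45 and 1.98. With siHOXB13, TULP3, which encodes a ciliary trafficking protein, had −3.72 at 48 h and 3.51 at 24 h, PODXL, which encodes the sialomucin podocalyxin, had −2.96 and 1.73, and TTC7B had −3.29 and 2.25. With siHOXA11 the median of the list was −0.77 at 48 h and 1.06 at 24 h. Against the siNC array of 24 h, the median at 48 h was 1.08 with siHOXA11-AS, with 42 of 71 genes 2-fold higher, and 0.60 with siHOXA11. The array labelled siNC at 48 h itself lay at 1.35 from that of 24 h (percentile 100), with 49 genes 2-fold higher. The 1.08 therefore cannot be read as a rise with the knockdown. For each knockdown, limma called 0 of the 71 genes, and 0 when adjusted over the list alone. The directions at 48 h rest on the 2 arrays whose HOXB13 level goes against their labels, and the study chose the list on these samples, so its direction is not independent evidence.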

Common genes upregulated more that 2-fold in siHOXA11-AS and siHOXB13 samples compared to siNC were analyzed, identifying genes associated with cell membrane (Table S4). This suggests that *HOXB13* and *HOXA11-AS* share similar downstream signals related to cell membrane and cell to cell interaction. 

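2 further gene groups of cell adhesion were read from the same arrays. Of 15 epithelial adhesion and identity genes, the median log2 difference at 48 h was 0.19 with siHOXA11-AS (percentile 87.6), −0.43 on the array labelled siHOXB13 (percentile 1.8) and −0.59 with siHOXA11 (percentile 13.4). At 24 h it was 0.37, 0.52 and 0.37. CDH1, the gene of the adherens junction protein E-cadherin, had −1.58 at 48 h and 1.17 at 24 h with siHOXA11-AS, −2.05 and 2.93 with siHOXB13, and 0.58 and 3.19 with siHOXA11. Against the siNC array of 24 h, CDH1 at 48 h was 1.25 higher with siHOXA11-AS, 3.42 higher with siHOXA11 and 2.83 higher on the array labelled siNC. Beside the doubt about the 48 h labels, the paper's RT-qPCR has CDH1 higher with siHOXB13 (Fig. 2J) and with siHOXA11-AS at 48 h (Fig. 1F), which does not settle it. KRT19, an epithelial keratin gene, had −1.51 at 48 h and 0.70 at 24 h with siHOXB13. Of 15 integrin subunit genes, the median at 48 h was 0.08 with siHOXA11-AS (percentile 56.3), −0.47 on the array labelled siHOXB13 (percentile 0.6) and −0.59 with siHOXA11 (percentile 3.3), and at 24 h it was 0.23, 0.34 and 0.32. ITGB8 had 1.06 at 48 h and 3.32 at 24 h with siHOXA11-AS, and ITGAM had −1.79 and 1.15 with siHOXB13. No gene of either group passed limma's test over both times, and 0 did when adjusted over the list alone.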

To examine whether HOXB13 is involved in *HOXA11-AS* regulation, we constructed a luciferase reporter vector containing the *HOXA11-AS* promoter, which includes a HOXB13-binding sequence; a vector excluding the promoter region was used as a control (Figure 2G). PC3 cells were co-transfected with siRNAs targeting *HOXB13* or negative control siRNA, as well as luciferase vectors with or without the *HOXA11-AS* promoter. *HOXB13* knockdown efficiency by siRNAs is shown in Figure 2H. siHOXB13 repressed *HOXA11-AS* promoter activity when transfected with the vector containing the HOXB13-binding region, while no change was observed upon transfection with the control luciferase vector lacking the *HOXA11-AS* promoter (Figure 2I). *CDH1* expression increased and *MMP3* expression decreased in PC3 cells transfected with siHOXB13, reinforcing HOXB13/HOXA11-AS axis (Figure 2J). Taken together, these results support the notion that *HOXB13* is an upstream regulator of *HOXA11-AS.*

### 3.4. HOXA11-AS Regulates C-C Motif Chemokine Ligand 2/C-C Chemokine Receptor Type 2 Signaling Associated with Prostate Cancer Bone Metastasis

We also performed Gene Ontology analysis of microarray data collected from PC3 cells transfected with siRNA targeting *HOXB13*, *HOXA11-AS*, or *HOXA11* using the Microarray Data Analysis Tool. 

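Interferon-stimulated genes are antiviral genes that interferon signaling induces. Of 56 genes listed, 53 were named on the array and 50 were kept. Their median log2 difference at 48 h was 1.75 with siHOXA11-AS (percentile 100), and 38 of the 50 were at least 2-fold higher and 0 lower. MX1, a GTPase that restricts viruses, had 6.52 with siHOXA11-AS, IFI44L had 5.16 and OAS1, which senses double-stranded RNA, had 4.81. The same 3 genes had 3.51, 2.88 and 3.41 against the siNC array of 24 h, since MX1 and IFI44L lay at −3.01 and −2.27 on the array labelled siNC at 48 h. On the array labelled siHOXB13 the median was 0.34 (percentile 100), with 15 genes 2-fold higher and 0 lower, and MX1 had 3.65 and IFI44L 2.84. With siHOXA11 it was −0.18 (percentile 70.8), with 2 genes 2-fold higher and 11 lower, and MX1 had −1.95. At 24 h, the medians were 0.13, 0.10 and −0.12, at percentiles 30.6, 2.8 and 0.00, and MX1 had −1.30, −1.08 and −3.30. The list at 48 h, against the siNC array of 24 h, had a median of 1.65 with siHOXA11-AS, with 38 genes 2-fold higher, 0.16 on the array labelled siHOXB13 and −0.38 with siHOXA11. A list of 6 genes read for RNA quality, 5 of them mitochondrially encoded and 1 the nuclear pseudogene MTCO2P12, had medians of 0.47, 0.33 and 0.31 in the 48 h comparisons (percentiles 99.7, 97.7 and 98.7), and the 5 alone, read after this was seen, had 0.36, 0.06 and 0.24, and −0.03 with siHOXA11-AS against the siNC array of 24 h. The interferon list's median level was between 7.38 and 9.92 on the 8 siRNA arrays and between 12.1 and 13.4 on the 3 sh arrays. Of the 12 interferon, RNA sensor and adaptor genes kept, the median at 48 h was 0.21 with siHOXA11-AS (percentile 76.6), −0.15 with siHOXB13 (percentile 33.0) and −0.70 with siHOXA11 (percentile 6.1). 18 NF-kB target genes, which mediate inflammatory signaling, had medians of 0.24, −0.06 and −0.16 at 48 h and of 0.63, 0.68 and 0.78 at 24 h, the last 3 at percentiles of 99.9 or 100. 20 genes of EGFR signaling had medians of 0.05, −0.49 and −0.33 at 48 h and of 0.48, 0.50 and 0.28 at 24 h. Over both times, limma called 0 genes of these 4 lists. Adjusted over the list alone, and not across lists, it called 1 of the 18 NF-kB target genes, CXCL1, with siHOXA11-AS (adjusted p = 0.00621) and 0 genes otherwise. Over the NF-kB list alone, the adjusted p of CXCL1 was 0.0788 without the siNC array of 24 h, 0.147 without the siHOXA11-AS array of 48 h and 0.0336 without the 2 arrays whose labels are in doubt.

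**Figure D2:**
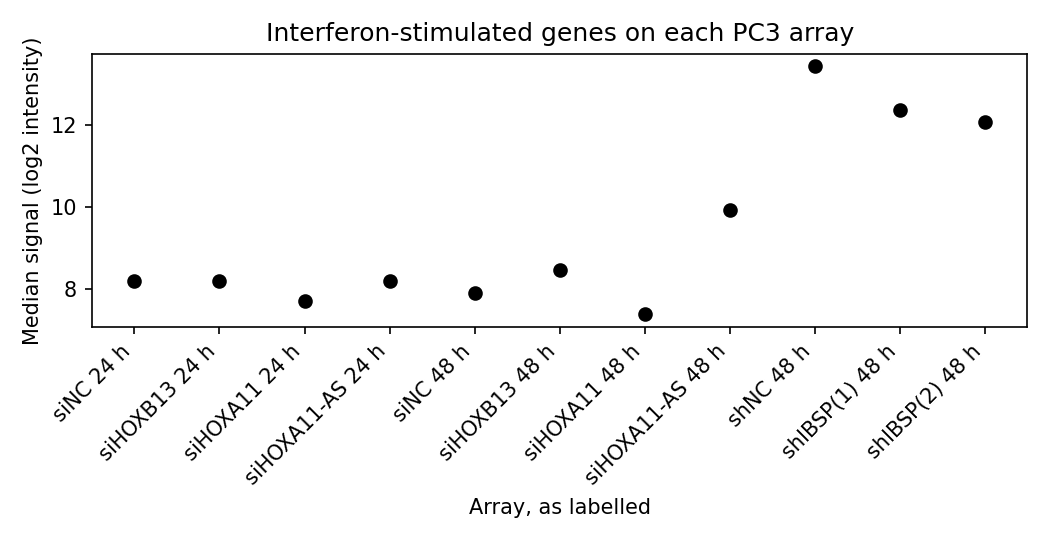
Median log2 intensity of the interferon-stimulated genes on each of the 11 arrays, as labelled, with 1 point per array and no error bars, because each condition has 1 array. Among the siRNA arrays the median is highest with siHOXA11-AS at 48 h (9.92), and it is higher still on the 3 sh arrays (12.1 to 13.4).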

The graph in Figure 3A shows the most relevant pathways, arranged according to their *p*-values; cytokine signaling and immune system pathways were the most affected pathways in *HOXB13* and *HOXA11-AS* knockdown prostate cancer PC3 cells. Previous studies have demonstrated the importance of different cytokines and their respective receptors in the progression of prostate cancer and bone metastasis (Table S5). In the bone marrow milieu, C-C motif chemokine ligand 2 (CCL2; also known as monocyte chemoattractant protein 1), the primary ligand for C-C motif chemokine receptor 2 (CCR2) [18], is produced in bone marrow osteoblasts, endothelial cells, stromal cells, and prostate cancer cells [19]. CCL2 is a prominent modulator of bone metastatic growth of prostate cancer [19], it promotes cell proliferation, invasion, and migration by binding to CCR2 in both autocrine and paracrine manners. Because the interaction between cancer cells and the host microenvironment is a vital component of tumorigenesis, the results of our microarray data analysis led us to focus on CCL2/CCR2 for examination of its relationship with *HOXA11-AS* in both prostate cancer cells and osteoblasts.

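Of the 16 cytokine and receptor genes of Table S5, 13 were named on the array and 7 were kept. CXCL1, a neutrophil chemoattractant, passed with siHOXA11-AS only when adjusted over the list alone. That adjustment does not cover the 23 lists and 3 knockdowns tried, so some such calls may arise by chance. The log2 difference of CXCL1 was 2.19 at 48 h and 1.90 at 24 h, and limma gave 2.05 over both times (standard error 0.36, adjusted p = 0.00242 over the list alone and 0.70 over all genes kept). It was higher than siNC at both times. Without the arrays labelled siNC and siHOXB13 at 48 h it was 2.09 (standard error 0.52, adjusted p = 0.0249 over the list alone), and without the siHOXA11-AS array of 48 h it was 1.68 (adjusted p = 0.0572 over the list alone). CXCL8, the gene of interleukin 8, had 2.44 at 48 h and 1.19 at 24 h, and 1.81 over both times (standard error 0.56, adjusted p = 0.0387 over the list alone). CXCL8 at 48 h was at 0.24 and CXCL1 at 1.77 against the siNC array of 24 h, since CXCL8 lay at −2.20 on the array labelled siNC at 48 h. The adjusted p of CXCL8 over the list alone was 0.134 without the 2 arrays whose labels are in doubt, 0.121 without the array labelled siNC at 48 h, 0.0679 without the siNC array of 24 h and 0.395 without the siHOXA11-AS array of 48 h. CCR2, the receptor of CCL2, had −0.53 at 48 h and −0.37 at 24 h with siHOXA11-AS, 0.03 and −0.02 with siHOXB13, and −0.19 and −0.62 with siHOXA11. CXCL12 had −0.26 and −0.21 with siHOXA11-AS. CCL2 was dim, with a mean log2 intensity of 3.78 over the 11 arrays, against 3.26 to 3.32 for the medians of the background probe sets. It lay at percentile 22.8 of the named genes, below the level kept for testing. Its log2 differences were 0.45 at 48 h and 0.29 at 24 h with siHOXA11-AS, −0.11 and −0.10 with siHOXB13, and −0.51 and 0.06 with siHOXA11. The medians of the 7 genes at 48 h were 0.49 with siHOXA11-AS (percentile 98.3), 0.04 with siHOXB13 (percentile 61.8) and −0.19 with siHOXA11 (percentile 35.3), and at 24 h they were 0.79, 0.61 and 0.64.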

To investigate whether *HOXA11-AS* regulates *CCL2* and *CCR2*, we transfected siHOXA11-AS into PC3 cells and the human osteoblastic osteosarcoma cell line SaOS2. qPCR analysis showed that both genes were downregulated in PC3 and SaOS2 cells by *HOXA11-AS* knockdown (Figure 3B,C). We also analyzed changes of *CCL2* and *CCR2* expression after siHOXB13 silencing in PC3 and SaOS2 cells. *HOXB13* knockdown repressed *CCR2* in both cell lines, while *CCL2* was unchanged in these conditions, suggesting that *HOXB13* enhances at least *CCR2* expression (Figure S4). *CCL2* expression may depend not only on *HOXB13*, and further analysis are needed to elucidate what other factors may be involved in the regulation of this gene. Taken together, these data suggest that *HOXA11-AS* is an upstream regulator of CCL2/CCR2 signaling in both prostate cancer cells and osteoblastic cells.

### 3.5. HOXB13/HOXA11-AS Axis Regulates Integrin Subunits Specific to Prostate Cancer Bone Metastasis

Chemokines activate integrins by rapidly triggering inside-out signaling that regulates the binding of intracellular effector proteins to integrin cytoplasmic domains [20]. First, we analyzed a set of clinical samples from the NCBI Gene Expression Omnibus database (GEO Accession No. GSE74685), which includes 149 castration-resistant prostate cancer tumors from 63 patients. We compared the expression levels of eight integrin subunits (*ITGA2*, *ITGA5*, *ITGAV*, *ITGB1*, *ITGB3*, *ITGB4*, *ITGB5*, and *ITGB6*), *HOXB13*, *HOXA11-AS*, *CCL2*, *CXCL12*, and *IBSP* in prostate cancer tissues that had metastasized to bone, lymph nodes, lungs, liver, and other organs. Among the eight integrin subunits analyzed, *ITGA5*, *ITGAV*, *ITGB1*, *ITGB3*, *ITGB4*, and *ITGB5* were upregulated in the bone compared with the other organs, suggesting that some integrins may confer osteotropic properties on metastatic prostate cancer (Figure 3D).

To verify whether *HOXB13* and *HOXA11-AS* regulate integrin expression in prostate cancer, the expression levels of the six integrin subunits were analyzed in PC3 cells transfected with siRNA targeting *HOXB13* or *HOXA11-AS* by qPCR analysis. siHOXB13 transfection significantly downregulated most of the integrin subunits analyzed, with the exclusion of integrin *ITGB4*, which was significantly increased upon *HOXB13* knockdown (Figure 3E). siHOXA11-AS transfection also significantly downregulated these integrin subunits (Figure 3E). Next, the protein expression levels of the six integrin subunits were analyzed by Western blotting analysis. *HOXB13* silencing repressed ITGAV and ITGB1, whereas it induced ITGB4 protein expression (Figure S5). These results were substantially correlated with the findings in the PCR experiments (Figure 3E). Repression and partial repression of ITGAV and ITGB1 proteins, respectively, were also observed with siHOXA11-AS transfection (Figure S5). Furthermore, ITGB5 induction by siHOXA11-AS was observed. These results suggest that the HOXB13/*HOXA11-AS* axis modulates the expression of specific integrin subunits (i.e., ITGAV and ITGB1) in prostate cancer PC3 cells.

### 3.6. IBSP Promoter Is Directly Regulated by HOXB13 in Combination with HOXA11-AS

Notably, *IBSP* was significantly highly expressed in bone metastases, compared with metastases to other organs, in the dataset of clinical samples (Figure 3D). IBSP is a highly sulfated, phosphorylated, and glycosylated protein that constitutes a major component of the mineralized bone matrix [21]. Bone-derived *IBSP* plays important roles in breast cancer metastasis through induction of tumor cell seeding into the bone [22]. However, the mechanism by which *IBSP* is regulated in prostate cancer cells has not yet been elucidated. Thus, we performed qPCR analysis of *IBSP* expression in PC3 cells transfected with siRNA targeting *HOXB13* or *HOXA11-AS* to investigate whether HOXB13 and *HOXA11-AS* regulate *IBSP* expression in prostate cancer. Both siRNAs significantly downregulated *IBSP* expression in PC3 cells (Figure 4A).

The Ensembl database showed that the *IBSP* promoter harbors a HOXB13-binding site in its regulatory region (Figure 4B). To verify that HOXB13 directly regulates *IBSP* through its promoter, we constructed a luciferase vector containing the putative HOXB13-binding site (Figure 4B). A luciferase vector containing the *IBSP* promoter and siRNAs targeting *HOXB13* or *HOXA11-AS* were co-transfected into PC3 cells. As shown in Figure 4C, siHOXB13 knockdown significantly repressed *IBSP* promoter activity. These results demonstrated that HOXB13 directly regulated *IBSP* expression through its promoter. Furthermore, siHOXA11-AS knockdown also significantly repressed *IBSP* promoter activity (Figure 4C). *HOXA11-AS* overexpression enhanced *IBSP* expression in PC3 cells (Figure 4D). To determine whether *HOXA11-AS* was involved in regulation of the *IBSP* promoter by HOXB13, a ChIP assay using an anti-HOXB13 antibody was performed with PC3 cells transfected with siHOXA11-AS. HOXB13 binding to the *IBSP* promoter was markedly reduced in *HOXA11-AS* repressed cells (Figure 4E). Taken together with the findings that siHOXA11-AS knockdown did not affect the expression of *HOXB13* in PC3 cells (Figure 2D), these results suggest that *HOXA11-AS* upregulates *IBSP* expression through its promoter as a HOXB13-associated lncRNA.

### 3.7. HOXA11-AS Secreted from Prostate Cancer Cells Modulates the Expression of CCL2 and IBSP in Osteoblastic Cells

Extracellular vesicles (EVs) including exosomes, which are small cell-derived vesicles (40–150 nm in diameter), are mediators of the communication between cancer cells and the tumor microenvironment [23]. In a previous work, cellular and exosomal lncRNAs expressed in four prostate cancer cell lines (VCaP, PC3, LNCaP, and DU145) and a normal prostate epithelium cell line (PNT2) were characterized by lncRNA array analysis [24]. We utilized a lncRNA array dataset (GSE81034) to analyze the expression of well-known, cancer metastasis-associated lncRNAs (i.e., *MALAT-1*, *NEAT-1*, *HOTAIR*, and *HOXA11-AS*) in the five cell lines by comparing exosomal RNA versus total RNA (Figure 5A). Notably, *HOXA11-AS* was among the detected lncRNAs in exosomal RNA purified from prostate cancer cell lines (Figure 5A). We hypothesized that *HOXA11-AS* may be transferred from prostate cancer cells to osteoblasts, possibly via EVs, to promote *CCL2* expression in the recipient cells.

To investigate the transfer of PC3-derived *HOXA11-AS* to human osteoblastic osteosarcoma cell SaOS2 cells, we constructed stable clones overexpressing *HOXA11-AS* (designated as A11AS-PC3; Figure 5B). *HOXA11-AS* was significantly highly enriched in conditioned medium (CM) from A11AS-PC3 cells cultured for 48 h compared with control cells (wild type PC3 cells), as detected by qPCR analysis (Figure 5B). After 48 h of culture with A11AS-PC3-CM, *HOXA11-AS* was significantly upregulated in SaOS2 cells (Figure 5C). Moreover, culturing SaOS2 cells with A11AS-PC3-CM for 48 h led to significantly greater expression levels of *CCL2* and *IBSP* (Figure 5D). These results indicate that PC3-derived *HOXA11-AS* is transferred to SaOS2 cells, suggesting that cancer *HOXA11-AS* modulates the expression of osteoblastic cytokine *CCL2* and bone matrix protein *IBSP* to attract cancer cells. 

To assess whether PC3-derived *HOXA11-AS* is present in EVs in PC3-CM, EVs were isolated from wild type PC3-CM in accordance with the differential ultracentrifugation approach described by Thery et al. [12]. PC3 EVs exhibited sizes of 147.8 ± 45.3 nm (mean ± standard deviation) (Figure 5E, left panel). *HOXA11-AS* was present in PC3-derived EVs (Figure 5E, center panel). However, *HOXA11-AS* was enriched in the EV-subtracted supernatant (designated as EV-sup; Figure 5E, right panel), which suggests that non-vesicular forms are equipped to transfer *HOXA11-AS* to the recipient cells.

## 4. Discussion

Cancer transcriptome analysis has identified thousands of lncRNAs that are associated with different types of cancers [25]. Recently, there has been increasing evidence that lncRNAs play fundamental roles in regulation of the immune system; immune-related lncRNAs (including *HOXA11-AS*) involved in cancer have been systematically identified [26,27,28]. Several studies have shown that *HOXA11-AS* exhibited oncogenic roles through different mechanisms in various types of cancers (e.g., breast cancer, lung cancer, liver cancer, gastric carcinoma, and osteosarcoma) [8,9,10,11,29,30,31,32,33,34]. This work is the first to demonstrate that *HOXA11-AS* is highly expressed in prostate cancer cell lines derived from bone metastases (PC3 and VCaP cells), and that it contributes to prostate cancer cell proliferation and invasion. We identified HOXB13 as an upstream regulator of *HOXA11-AS*, and found that *HOXA11-AS* regulated the CCL2/CCR2 signaling associated with prostate cancer bone metastasis. Furthermore, we demonstrated that the HOXB13/*HOXA11-AS* axis regulated *IBSP* promoter and integrin subunits specific to prostate cancer bone metastasis. Finally, we showed that *HOXA11-AS* secreted from PC3 cells could accelerate *CCL2* and *IBSP* expression in recipient SaOS2 osteoblastic cells.

In this study, we identified HOXB13 as an upstream transcriptional regulator of *HOXA11-AS* in human bone metastatic prostate PC3 cells. Deregulation of *HOXB13* expression has been implicated in a variety of other human cancers, functioning as a tumor-promoting factor in some tumor types and a tumor-repressing factor in other tumor types [35,36,37,38,39,40,41,42]. Within the context of HOXB13-associated binding partners, HOXB13 may provide specificity for DNA binding and subsequent tumor progression or repression. In prostate cancer, HOXB13, which is highly expressed in adulthood in the normal prostate [43], functions as a coregulator of AR, together with FOXA1, to modulate the epigenetic status required for prostate tumorigenesis [15,16]. In the present work, we elucidated a novel mechanism for the promotion of prostate cancer bone metastasis, whereby HOXB13 transcriptionally activates and cooperates with *HOXA11-AS*, another putative binding partner of HOXB13. HOXB13 was shown to positively regulate both *HOXA11-AS* and *HOXA11* through a bidirectional promoter. As *HOXA11-AS* repressed *HOXA11*, while *HOXA11* enhanced *HOXA11-AS*, further analyses are necessary to unveil the relation among *HOXA11-AS*, *HOXA11*, and *HOXB13*.

Although we did not experimentally confirm direct regulation of *CDH1* and *MMP3* by *HOXA11-AS*, we found several HOXB13 binding sites in the genomic or intergenic region of these genes though ChIP Atlas database using Integrative Genomics Viewer (IGV) software (Figure S6). Relatively strong HOXB13 binding site (MACS2 score: 739) was found 6 kb upstream the transcription initiation site of *MMP3*. Another HOXB13 binding site (MACS2 score: 607) was found at the 3′ end of *MMP3* gene. In the intronic region of *CDH1* gene, several HOXB13 binding sites (MACS2 score up to 410) were found. It is possible that HOXB13 and *HOXA11-AS,* as a possible HOXB13-binding RNA, regulate the expression of *MMP3* and *CDH1* as well as *IBSP* (Figure S6).

Our findings indicate that the HOXB13/*HOXA11-AS* axis may trigger cytokine and integrin signaling through the modulation of CCL2/CCR2. In small cell lung cancer, CXCL12 induces integrin activation, which results in enhanced adhesion of cancer cells to the extracellular matrix, thereby conferring resistance to chemotherapeutic drugs [44]. Integrins are cell adhesion receptors of the extracellular matrix activated by chemokines that regulate the local microenvironment. They are glycoproteins that form 24 distinct heterodimers from a combination of alpha (α) and beta (β) subunits. At least 18 α (ITGA) and 8 β (ITGB) integrin subunits exist [45,46] Altered integrin expression patterns have been linked to many types of cancer [47,48,49]. Sottnik et al. [50] showed that ITGA2:ITGB1 (α2β1) integrin was elevated in prostate cancer skeletal metastases, compared with either prostate cancer primary lesions or soft tissue metastases; this finding suggests that ITGA2:ITGB1 integrin contributes to selective metastasis to the bone. De et al. [51] reported that ITGAV:ITGB3 (αvβ3) and ITGAV:ITGB5 (αvβ5) integrins were significantly upregulated in bone metastases. Our work indicates that the HOXB13/*HOXA11-AS* axis enhances the expression levels of integrin subunits ITGAV and ITGB1. The results are substantially in agreement with the findings of the previous studies. *HOXA11-AS*-regulated CCL2/CCR2 may modulate the expression of HOXB13/*HOXA11-AS*-regulated integrins in prostate cancer; however, this interaction requires further investigation in future studies.

In this study, the expression of *IBSP*, a gene highly expressed in castration-resistant prostate cancer clinical specimens specifically metastasizing to bone, was found to be positively regulated by HOXB13/*HOXA11-AS*. IBSP is a non-collagenous protein and a member of the small integrin-binding ligand, n-linked glycoprotein family [52]. *IBSP* was found to be expressed by all osteotropic cancers examined, including prostate, lung, thyroid, neuroblastoma, and multiple myeloma; thus, this bone matrix protein might be implicated in the preferential seed and growth of metastatic cells in bone [53,54,55]. Previous reports have shown that the *IBSP* promoter contains a fibroblast growth factor 2 response element (−96 to −89) and a homeodomain protein-binding site (*HOX*; −200 to −191) [56,57], but the involvement of HOXB13 in *IBSP* promoter regulation is a novel finding, denoting the importance of the HOXB13/*HOXA11-AS* axis in prostate cancer bone metastasis.

Many studies have previously investigated cancer–osteoblast interactions in the context of bone metastasis [58,59]. Kimura et al. [60] reported that CM from PC3 cells stimulated calcification in the Tak-10 human osteoblastic cell line. Their findings suggest that some factors generated in prostate cancer cells were secreted and transferred into recipient osteoblasts to modify their function. We demonstrated that *HOXA11-AS* secreted from prostate cancer PC3 cells was able to modify *CCL2* and *IBSP* expression levels in SaOS2 osteoblastic cells in a paracrine manner. Several lncRNAs are associated with extracellular vesicles [61]. Some cancer-related lncRNAs (e.g., *MALAT1, HOTAIR, GAS5*, and *lincRNA-p21*) were found to be enriched in exosomes [62], suggesting that lncRNAs disseminate cell signals and alter the local cellular microenvironment via EVs. In this study, we hypothesized that PC3 cell-derived EVs could serve as a primary mechanism for transfer of *HOXA11-AS* to SaOS2 cells. Although EVs might partially contribute to the prostate cancer–osteoblast interaction (Figure 5E), PC3-derived *HOXA11-AS* was presumably transferred to SaOS2 cells in an extracellular vesicle-independent manner. Recently, a novel population of non-membranous nanoparticles, termed exomeres (~35 nm in diameter), was discovered by asymmetric flow field-flow fractionation [63]. Exomeres exhibit a distinct cargo protein profile compared with EVs; exomeres show enriched levels of metabolic enzymes (e.g., MAT1A1 and ST6Gal-I), Argonaute proteins, and amyloid precursor protein [63,64]. Zhang et al. [64] showed that exomere cargos (i.e., ST6Gal-I and EGFR ligand amphiregulin) could be transferred to cancer cells, resulting in modified biological activities of recipient cells. Future studies are needed to identify the main transport systems that permit the transfer of PC3-derived *HOXA11-AS* to recipient SaOS2 cells.

In conclusion, our study developed a unique model that may explain the interrelationship among lncRNAs, transcription factors, chemokines, and integrins, resulting in the high osteotropism of prostate cancer metastasis (Figure 6). Our results suggest that the lncRNA, *HOXA11-AS*, together with its transcription factor, HOXB13, regulate the osteotropism of prostate cancer cells through specific downstream cytokine and integrin signals. Although further studies are needed to demonstrate the orchestrated function of *HOXA11-AS* and HOXB13, additional research regarding the signaling pathways that are intrinsic to the invasive and migratory phenotype of prostate cancer holds promise for the development of novel cancer therapeutics with greater efficacy.

## Figures and Tables

**Figure 1:**
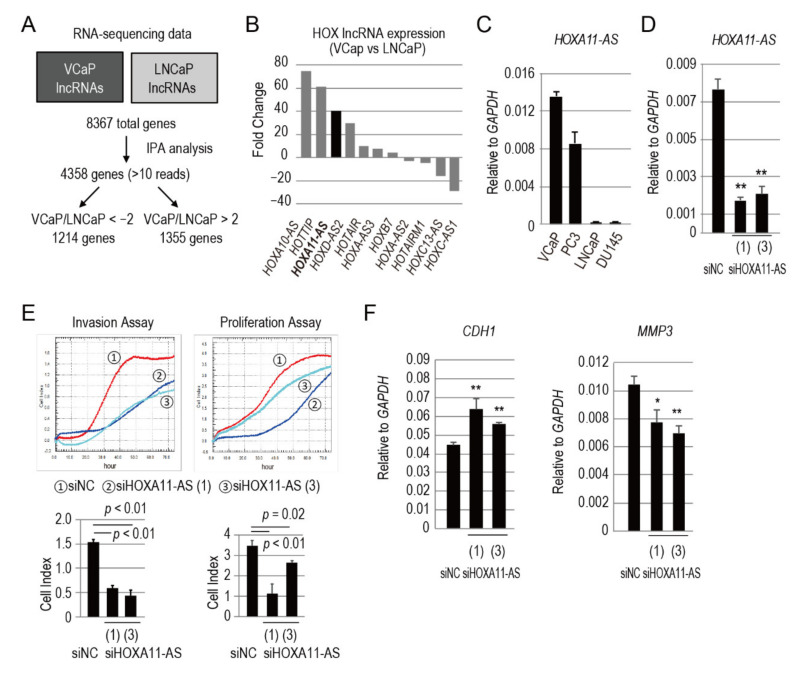
Identification of *HOXA11-AS* as a lncRNA highly expressed in bone metastasis-derived prostate cancer. (**A**) Flow diagram for the analysis of lncRNAs in VCaP and LNCaP cell lines. Sequencing data were downloaded from NCBI Gene Expression Omnibus (GSE82225). (**B**) Expression analysis of *HOX* cluster-derived lncRNAs in VCaP and LNCaP cell lines. Y-axis shows the fold change of the number of reads per kilobase of exon model per million mapped reads (RPKM) in VCaP cells with respect to the RPKM in LNCaP cells, calculated as the ratio between RPKM (VCaP)/RPKM(LNCaP) for each lncRNA shown in the X-axis. (**C**) *HOXA11-AS* expression analysis by qPCR in four different prostate cancer cell lines. (**D**) *HOXA11-AS* knockdown efficiency assessed by qPCR in PC3 cells transfected with siRNAs targeting *HOXA11-AS*. (**E**) xCELLigence real-time invasion assay of PC3 cells transfected with siRNA targeting *HOXA11-AS*; cell index represents invading cells at 48 h (left panel). xCELLigence real-time proliferation assay of PC3 cells transfected with siRNA targeting *HOXA11-AS*; cell index represents proliferating cells at 48 h (right panel). (**F**) *CDH1* and *MMP3* expression analysis by qPCR in PC3 cells transfected with siRNAs targeting *HOXA11-AS*. qPCR analyses were performed in triplicate (*n* = 3). Expression levels are presented relative to values of *GAPDH*, used as a reference gene. Values represent mean ± standard deviation. Statistical significance was determined by unpaired *t*-tests. *, *p* < 0.05. **, *p* < 0.01.

**Figure 2:**
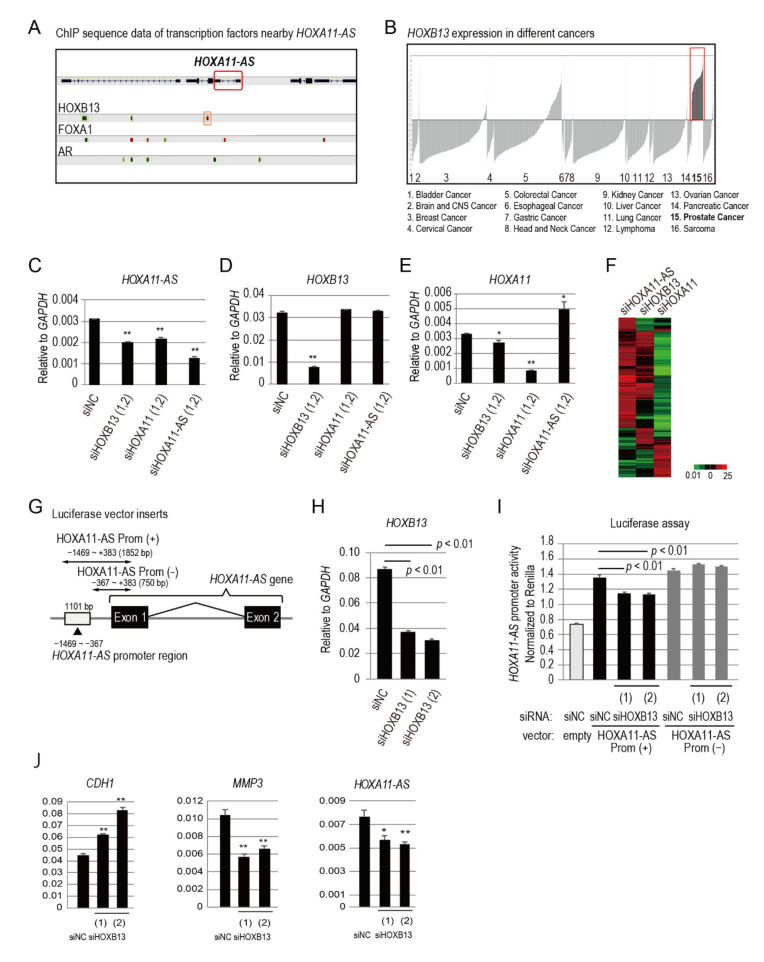
HOXB13 is an upstream regulator of *HOXA11-AS*. (**A**) Analysis of HOXB13 (orange box) and AR binding sites near *HOXA11-AS* gene (red box) using ChIP-Atlas database (https://chip-atlas.org/). The colors of peaks indicate the statistical significance values calculated by the peak-caller MACS2 (MACS2 scores). (**B**) Analysis of *HOXB13* gene expression levels in 16 different cancers using Oncomine database (https://www.oncomine.org/resource/login.html). *HOX13* expression levels in prostate cancer are indicated by a red box. Values on *y*-axis indicate log2 median-centered intensity, which ranges from 6.5 to −5.0. (**C**–**E**) Expression analysis by qPCR of PC3 cells transfected for 48 h with siRNAs targeting *HOXA11-AS*, *HOXB13*, and *HOXA11*. (**F**) Microarray analysis of PC3 cells transfected with siRNAs. Heatmap represents gene expression changes in PC3 cells transfected for 48 h with siRNAs targeting *HOXA11-AS*, *HOXB13*, and *HOXA11*. Red and green colors represent genes with increased (>2) and decreased (2<) expression levels, respectively, relative to negative control siRNA (siNC)-transfected cells. (**G**) *HOXA11-AS* exons, promoter region, and luciferase vector insert region are shown. HOXA11-AS Prom (+) includes the promoter region and part of exon 1 of the *HOXA11-AS* gene. HOXA11-AS Prom (−) covers the region after the promoter and part of exon 1. (**H**) Knockdown efficiency of PC3 cells transfected with siHOXB13. (**I**) Luciferase assay of PC3 cells co-transfected with siHOXB13 and luciferase vector, with or without HOXA11-AS promoter region (HOXA11-AS Prom (+) or HOXA11-AS Prom (−)). Vectors with siNC were used as control. Values were normalized to Renilla luciferase activity. (**J**) *CDH1*, *MMP3*, and *HOXA11-AS* expression analysis by qPCR in PC3 cells transfected with siRNAs targeting HOXB13. Data represent mean ± standard deviation. qPCR analyses were performed in triplicate (*n* = 3). Expression levels are presented relative to values of *GAPDH*, used as a reference gene. Values represent mean ± standard deviation. Statistical significance was determined by unpaired *t*-tests. *, *p* < 0.05. **, *p* < 0.01.

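At 48 h, 618 of the 16808 genes kept were at least 2-fold higher and 345 at least 2-fold lower with siHOXA11-AS than on the array labelled siNC. The array labelled siHOXB13 had 878 higher and 777 lower, and siHOXA11 had 655 higher and 2224 lower. Against the siNC array of 24 h, a comparison chosen after the label doubt was seen, siHOXA11-AS at 48 h had 1409 higher and 276 lower, and siHOXA11 had 1125 higher and 1635 lower. These counts mix time with knockdown. The array labelled siNC at 48 h itself had 799 higher and 253 lower against that of 24 h. At 24 h, the counts were 649 higher and 303 lower with siHOXA11-AS, 770 and 184 with siHOXB13, and 620 and 164 with siHOXA11. The median over all genes kept lay at 0.11, 0.18 and 0.16 in these 24 h comparisons and at −0.14 with siHOXA11 at 48 h, on the log2 scale. With each array centred on its median, the 24 h counts were 402 higher and 496 lower with siHOXA11-AS, 356 and 445 with siHOXB13, and 310 and 361 with siHOXA11, and siHOXA11 at 48 h had 1168 higher and 1547 lower. With siHOXA11-AS, 468 of the genes at least 2-fold higher at 48 h were also above siNC at 24 h, and 237 of those lower were also below it. The 2 counts were 265 and 61 with siHOXB13 and 401 and 706 with siHOXA11. Over both times, limma called 0 genes at an adjusted p under 0.05 for each knockdown against siNC. In limma, an unadjusted p under 0.05 was reached by 672 genes with siHOXA11-AS, 170 with siHOXB13 and 618 with siHOXA11. The unpaired t-test that the paper's methods name, with the 24 h and 48 h arrays of a siRNA as its 2 values and no term for time, gave 973, 445 and 586. It called 0 after Benjamini-Hochberg adjustment. The paper does not describe such a test of its arrays. If no gene changed, a share of 0.05 of the 16808 genes would be reached by chance, which is more than each of these counts but the 973. Without the arrays labelled siNC and siHOXB13 at 48 h, limma also called 0 genes, with 545, 328 and 280 at an unadjusted p under 0.05.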

**Figure 3:**
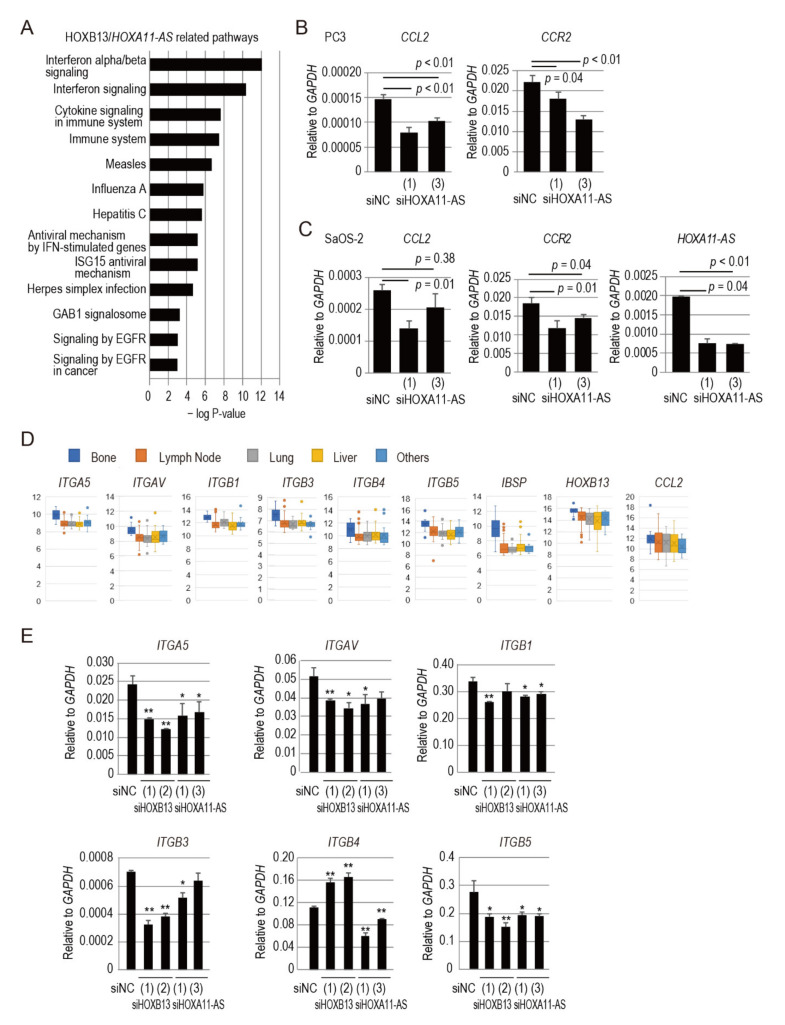
HOXB13/*HOXA11-AS* axis regulates CCL2/CCR2 signaling and integrin subunits specific to prostate cancer bone metastasis. (**A**) Pathway analysis of HOXB13/*HOXA11-AS*-regulated genes. Most relevant signaling pathways with lower *p* values are shown. (**B**) qPCR analysis of *CCL2* and *CCR2* in PC3 cells transfected for 48 h with siHOXA11-AS. (**C**) qPCR analysis of *CCL2*, *CCR2*, and *HOXA11-AS* in SaOS2 cells transfected for 24 h with siHOXA11-AS. (**D**) Expression analysis of different integrin subunits, *IBSP, HOXB13*, and *CCL2*, in castration-resistant prostate cancer clinical specimens that had metastasized to bone and other organs. A set of clinical samples from the NCBI Gene Expression Omnibus database (GEO Accession No. GSE74685) was analyzed. Values on *y*-axis represent batch-normalized log2 Cy3 signal intensity. (**E**) qPCR analysis of different integrin subunits (*ITGA5*, *ITGAV*, *ITGB1*, *ITGB3*, *ITGB4*, and *ITGB5*) of PC3 cells transfected for 48 h with siHOXB13 and siHOXA11-AS. qPCR analyses were performed in triplicate (*n* = 3). Expression levels are presented relative to values of *GAPDH*, used as a reference gene. Values represent mean ± standard deviation. Statistical significance was determined by unpaired *t*-tests. *, *p* < 0.05. **, *p* < 0.01.

**Figure 4:**
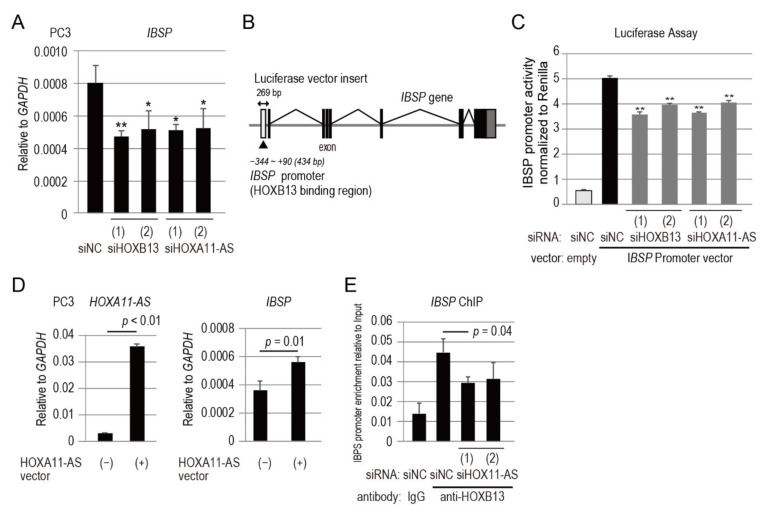
*IBSP* promoter is directly regulated by HOXB13 in combination with *HOXA11-AS*. (**A**) *IBSP* expression analysis by qPCR in PC3 cells transfected for 48 h with siHOXB13 or siHOXA11-AS. (**B**) *IBSP* exons, promoter region with HOXB13 binding site, and luciferase vector insert are shown. (**C**) Luciferase assay of PC3 cells co-transfected with siHOXB13 or siHOXA11-AS and luciferase vector. Vectors with negative control siRNA (siNC) were used as controls. Values were normalized to Renilla luciferase activity. Data represent mean ± standard deviation. (**D**) Expression analysis of *HOXA11-AS* and *IBSP* by qPCR in PC3 cells transfected for 48 h with or without *HOXA11-AS* expression vector. (**E**) ChIP analysis of HOXB13 in *IBSP* promoter region in PC3 cells transfected for 24 h with siHOXA11-AS. IBSP promoter enrichment relative to input was measured by qPCR. qPCR analyses were performed in triplicate (*n* = 3). Expression levels are presented relative to values of *GAPDH*, used as a reference gene. Values represent mean ± standard deviation. Statistical significance was determined by unpaired *t*-tests. *, *p* < 0.05. **, *p* < 0.01.

**Figure 5:**
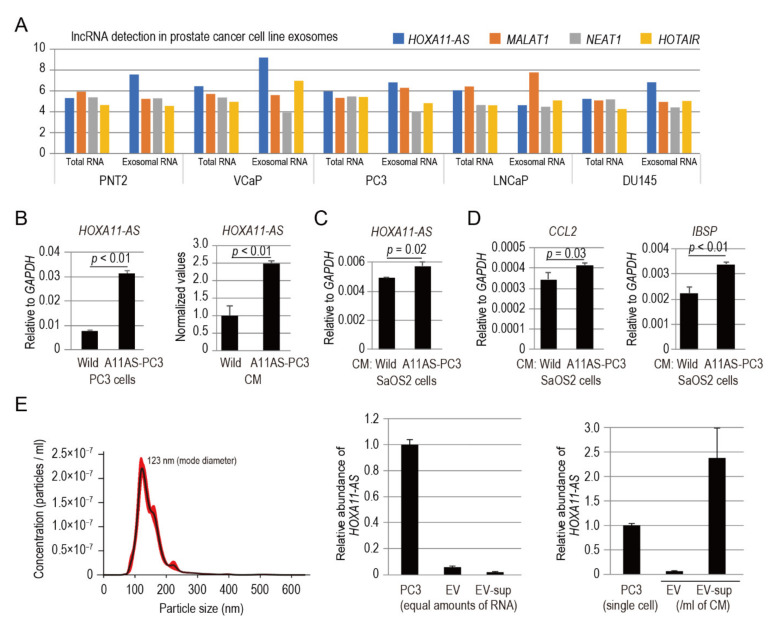
Prostate cancer PC3 cell-derived *HOXA11-AS* modulates *IBSP* and *CCL2* expression in SaOS2 osteoblastic cells in a paracrine manner. (**A**) The expression levels of well-known, cancer metastasis-associated lncRNAs (*MALAT-1*, *NEAT-1*, *HOTAIR*, and *HOXA11-AS*) in exosomes of prostate cancer cell lines by comparison of exosomal RNA versus total RNA. A lncRNA array dataset from NCBI Gene Expression Omnibus (GSE81034) was used; values represent raw signal intensities. (**B**) *HOXA11-AS* expression of PC3 stable cells overexpressing *HOXA11-AS* (designated as A11AS-PC3) and wild type PC3 cells (Wild); *HOXA11-AS* detection in conditioned medium (CM) of A11AS-PC3 and Wild. (**C**) *HOXA11-AS* expression of SaOS2 cells treated for 48 h with CM of A11AS-PC3 and Wild. (**D**) *CCL2* and *IBSP* expression of SaOS2 cells treated for 48 h with CM of A11AS-PC3 and Wild. qPCR analyses were performed in triplicate (*n* = 3). Expression levels are presented relative to values of *GAPDH*, used as a reference gene, except for the right panel of B. The expression level of *HOXA11-AS* in CM of Wild was set to 1.0 in the right panel of B. Values represent mean ± standard deviation. Statistical significance was determined by unpaired *t*-tests. (**E**) Analysis of the size distribution of isolated EVs from wild type PC3-CM by the NanoSight nanoparticle tracking system (left panel). Comparison of relative abundances of *HOXA11-AS* in PC3 cell, and EV and EV-subtracted supernatant [EV-sup] fractions of PC3-CM by qPCR; equal amounts of RNA were applied (center panel). Relative abundances of *HOXA11-AS* in PC3 cell, and EV and EV-sup fractions are also shown as values per cell and values per mL of CM, respectively (right panel). The expression levels of PC3 were set to 1.0. Data are presented as mean ± standard deviation of triplicate data (*n* = 1).

**Figure 6:**
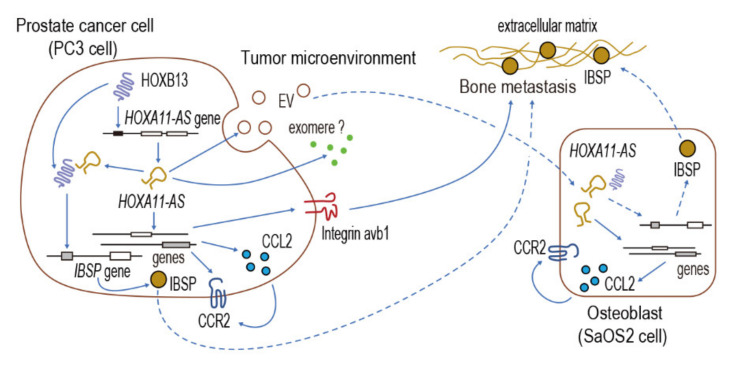
Working model of HOXB13 and *HOXA11-AS* for promotion of prostate cancer bone metastasis. HOXB13/*HOXA11-AS* axis regulates integrin and CCL2/CCR2 cytokine signaling in prostate cancer cells, while paracrine action of *HOXA11-AS*-secreted from prostate cancer PC3 cells is able to modulate CCL2/CCR2 cytokine signaling in osteoblasts within the bone marrow milieu.

## Data Availability

Data available in a publicly accessible repository. The data presented in this study are openly available in the Gene Expression Omnibus database at https://www.ncbi.nlm.nih.gov/geo, reference number GSE147710.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/12/2/182/s1, Figure S1: AR is not involved in the regulation of HOXA11-AS, Figure S2: FOXA1 is not involved in the regulation of HOXA11-AS, Figure S3: HOXB13 knockdown downregulates HOXA11-AS. Figure S4: HOXB13 knockdown downregulates CCR2, Figure S5: HOXB13 and HOXA11-AS knockdown modulates protein levels of integrin subunits, Figure S6: HOXB13 binding sites on MMP3 and CDH1 gene locus in prostate cancer cells, Table S1: PCR primers used for plasmid construction, Table S2. siRNAs used for gene silencing, Table S3. PCR primers used for qRT-PCR analysis, Table S4. Membrane associated genes commonly upregulated by HOXA11-AS and HOXB13 knockdown, Table S5. Cytokines involved in the progression of prostate cancer bone metastasis.

# Supplementary material for: Long Noncoding RNA HOXA11-AS and Transcription Factor HOXB13 Modulate the Expression of Bone Metastasis-Related Genes in Prostate Cancer
**Source:** Genes (Basel). 2021 Jan 27;12(2):182. doi: 10.3390/genes12020182
**Supplement:** Supplementary file 1

**Supplementary Tables S1-S5**

**Table S1. PCR primers used for plasmid construction**

| **HOXA11-AS vector** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| HOXA11-AS vector | CGC*AAGCTT*GCCACCTCAGGGGAAGCAACAGAT | CGC*GGTACC*GGCGCCTGGACCCACTTTATTCCG |
|  |  |  |
| **Luciferase vectors** | **Forward Primer** | **Reverse Primer** |
| IBSP-Promoter | CGC*GGTACC*CCTCTTGGCTCTAGAATCACG | CGC*GAGCTC*AAATCTTACCCTCTGGCAGTCCTG |
| HOXA11-AS Promoter (+) | CGC*GGTACC*TAGAGCTAAGCGGGCTACTTTATC | CGC*AAGCTT*CGGAGGCAGAGGCGCTTCCCAGAG |
| HOXA11-AS Promoter (-) | CGC*GGTACC*GGCAGAAAAGAAGGGAGGCTGGAG | CGC*AAGCTT*CGGAGGCAGAGGCGCTTCCCAGAG |

Restriction enzyme sites are shown in *italics.*

**Table S2. siRNAs used for gene silencing**

| **siRNA** | **Target sequence** |
| --- | --- |
| siHOXA11-AS (1) | GAGTGTATTTCCTTTTATCGTCA |
| siHOXA11-AS (2) | CGGCTAACAAGGAGATTTGGTCA |
| siHOXA11-AS (3) | TTCTTGTTTTTCCAAACTTCAAG |
| siHOXA11 (1) | AAGATAAATATTATATTATATAT |
| siHOXA11 (2) | TTCAAAAAACTTGTAAATAAAGG |
| siHOXB13 (1) | TTCATGAATTGAGCTAATTATGA |
| siHOXB13 (2) | GAGCTAATTATGAATAAATTTGG |
| siIBSP (1) | AAGAATTTCATTGACATTAATGA |
| siIBSP (2) | ACGAGTTTTATCACAAATAAAAA |
| siAR (1) | AACAAAACAAACAAAAACAAAAA |
| siAR (2) | AGGATTTTGTTTTTTTCTTTTAA |

**Table S3. PCR primers used for qRT-PCR analysis**

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| *HOXA11* | AAGCGCTGCCCCTATACCAA | CAGTGAGGTTGAGCATGCGG |
| *HOXA11-AS* (1) | CCACCCATCTGCCTGGTCTT | AAGTCTCCTCGGATGTCAGCG |
| *HOXA11-AS* (2) | GCGCGTAAGGCTGTGACATT | GTTTTCTGGAGATGGCCCGC |
| *HOXB13* | GCCAGGGAGAACAGAACCCA | TGCCCCTTGCTGTACGGAAT |
| *CDH1* | AGCCCGAATTCACCCAGGAG | ACATCATCGTCCGCGTCTGT |
| *MMP3* | TTGGATTGGAGGTGACGGGG | TTCCTCCACTTCGGGATGCC |
| *IBSP* (1) | CAGGACTGCCAGAGGAAGCA | GAAAGCACAGGCCATTCCCA |
| *IBSP* (2) | TTACTACCACCACCAGTGAAGC | GATGCAAAGCCAGAATGGAT |
| *IBSP* for ChIP assay | GGGCAGTAGTGACTCATCCGA | TCTTGTGCTGTCTGCTTTATTACGA |
| *ITGA2B* | TGGTGGTGGCAGCAGAAGAA | AGGGCCATTGTTGTGGAGCT |
| *ITGA2* | ACCGAGGTGACCAGATTGGC | GGTGCTGACCCAAAATGCCC |
| *ITGA5* | TCCTGTTTGGCCTCCTGCTC | GCCATATGGGAGGGAGCGTT |
| *ITGA8* | AGTTGTGGCCTGTGCTCCTT | TGGCCTTCCGGATCAGCATT |
| *ITGAV* | TTTACTGGCGAGCAGATGGC | GTTTGCCATCAGAGCCACGA |
| *ITGB1* | CCAAATTGTGGGTGGTGCAC | GGCTTGAGCTTCTCTGCTGT |
| *ITGB3* | TGCCTGGTGCTCTGATGAGG | GCTGTCTCCAGAGCCCTTGT |
| *ITGB5* | ATGCAGTACTCCAGGCAGCC | CATCCAATGCGATGTGGGGC |
| *ITGB6* | GACACAAAGGGCTGCTCTGC | TGCAGTACTCGCCAGTCCAG |
| *ITGB8* | AGTGGTGCCCAATGACGGAA | GCAATGGTGCCTGGCAAGAG |
| *CCL2* | AAGTCTCTGCCGCCCTTCTG | GCGAGCCTCTGCACTGAGAT |
| *CCR2* | GCAAATTGGGGCCCAACTCC | AGATGGCCAGGTTGAGCAGG |
| *GAPDH* | AAGGCTGTGGGCAAGGTCAT | CAGGTCCACCACTGACACGT |

**Table S4. Membrane associated genes commonly upregulated by *HOXA11-AS* and *HOXB13* knockdown**

**Table S5. Cytokines involved in the progression of prostate cancer bone metastasis**

| **Chemokine ligand/receptor** | **Function** | **Chemokine antagonist** | **References** |
| --- | --- | --- | --- |
| CCL2 / CCR2 | Bone resorption, tumor growth in bone | CNTO-888 / C1142 (anti-CCL2 antibody) | (Lu et al., 2009), (Lu et al., 2007) |
| CCL3, 4, 5 3L1 / CCR5 | Osteolysis | Maraviroc | (Sicoli et al., 2014) |
| CXCL1, 2 / CXCR2 | Paracrine action on endothelial cells and osteoblasts, osteolysis | Anti-CXCL1 antibody | (Hardaway, Herroon, Rajagurubandara, & Podgorski, 2015), (Lee et al., 2015) |
| CXCL8 (IL8) / CXCR1, 2 | Osteolysis, tumor growth in bone | SCH527123 (CXCR1/2 antagonist) | (Lu et al., 2007), (Lee et al., 2011), (Lu et al., 2019) |
| CXCL12 / CXCR4 | Trafficking and migration to bone, tumor growth in bone | Anti-CXCR4 antibody | (Taichman et al., 2002), (Sun et al., 2005) |
| CXCL12 / CXCR4  CXCL16 / CXCR6 | Trafficking and migration to bone, tumor growth in bone  cytoskeleton rearrangement and αvβ3 integrin clustering to promote metastasis | Plerixafor / AMD3100 | (Gravina et al., 2015) |
|  |  | CTCE-9908 | (Domanska et al., 2012), (Conley-LaComb et al., 2016),(Jung et al., 2013) |
|  |  | Anti-CXCL16 antibody | (Singh et al., 2016) |

Conley-LaComb, M. K., Semaan, L., Singareddy, R., Li, Y., Heath, E. I., Kim, S., . . . Chinni, S. R. (2016). Pharmacological targeting of CXCL12/CXCR4 signaling in prostate cancer bone metastasis. *Mol Cancer, 15*(1), 68. doi:10.1186/s12943-016-0552-0

Domanska, U. M., Timmer-Bosscha, H., Nagengast, W. B., Oude Munnink, T. H., Kruizinga, R. C., Ananias, H. J., . . . Walenkamp, A. M. (2012). CXCR4 inhibition with AMD3100 sensitizes prostate cancer to docetaxel chemotherapy. *Neoplasia, 14*(8), 709-718. doi:10.1593/neo.12324

Gravina, G. L., Mancini, A., Muzi, P., Ventura, L., Biordi, L., Ricevuto, E., . . . Festuccia, C. (2015). CXCR4 pharmacogical inhibition reduces bone and soft tissue metastatic burden by affecting tumor growth and tumorigenic potential in prostate cancer preclinical models. *Prostate, 75*(12), 1227-1246. doi:10.1002/pros.23007

Hardaway, A. L., Herroon, M. K., Rajagurubandara, E., & Podgorski, I. (2015). Marrow adipocyte-derived CXCL1 and CXCL2 contribute to osteolysis in metastatic prostate cancer. *Clin Exp Metastasis, 32*(4), 353-368. doi:10.1007/s10585-015-9714-5

Jung, Y., Kim, J. K., Shiozawa, Y., Wang, J., Mishra, A., Joseph, J., . . . Taichman, R. S. (2013). Recruitment of mesenchymal stem cells into prostate tumours promotes metastasis. *Nat Commun, 4*, 1795. doi:10.1038/ncomms2766

Lee, Y. C., Cheng, C. J., Bilen, M. A., Lu, J. F., Satcher, R. L., Yu-Lee, L. Y., . . . Lin, S. H. (2011). BMP4 promotes prostate tumor growth in bone through osteogenesis. *Cancer Res, 71*(15), 5194-5203. doi:10.1158/0008-5472.CAN-10-4374

Lee, Y. C., Gajdosik, M. S., Josic, D., Clifton, J. G., Logothetis, C., Yu-Lee, L. Y., . . . Lin, S. H. (2015). Secretome analysis of an osteogenic prostate tumor identifies complex signaling networks mediating cross-talk of cancer and stromal cells within the tumor microenvironment. *Mol Cell Proteomics, 14*(3), 471-483. doi:10.1074/mcp.M114.039909

Lu, Y., Cai, Z., Xiao, G., Keller, E. T., Mizokami, A., Yao, Z., . . . Zhang, J. (2007). Monocyte chemotactic protein-1 mediates prostate cancer-induced bone resorption. *Cancer Res, 67*(8), 3646-3653. doi:10.1158/0008-5472.CAN-06-1210

Lu, Y., Chen, Q., Corey, E., Xie, W., Fan, J., Mizokami, A., & Zhang, J. (2009). Activation of MCP-1/CCR2 axis promotes prostate cancer growth in bone. *Clin Exp Metastasis, 26*(2), 161-169. doi:10.1007/s10585-008-9226-7

Lu, Y., Dong, B., Xu, F., Xu, Y., Pan, J., Song, J., . . . Xue, W. (2019). CXCL1-LCN2 paracrine axis promotes progression of prostate cancer via the Src activation and epithelial-mesenchymal transition. *Cell Commun Signal, 17*(1), 118. doi:10.1186/s12964-019-0434-3

Sicoli, D., Jiao, X., Ju, X., Velasco-Velazquez, M., Ertel, A., Addya, S., . . . Pestell, R. G. (2014). CCR5 receptor antagonists block metastasis to bone of v-Src oncogene-transformed metastatic prostate cancer cell lines. *Cancer Res, 74*(23), 7103-7114. doi:10.1158/0008-5472.CAN-14-0612

Singh, R., Kapur, N., Mir, H., Singh, N., Lillard, J. W., Jr., & Singh, S. (2016). CXCR6-CXCL16 axis promotes prostate cancer by mediating cytoskeleton rearrangement via Ezrin activation and alphavbeta3 integrin clustering. *Oncotarget, 7*(6), 7343-7353. doi:10.18632/oncotarget.6944

Sun, Y. X., Schneider, A., Jung, Y., Wang, J., Dai, J., Wang, J., . . . Taichman, R. S. (2005). Skeletal localization and neutralization of the SDF-1(CXCL12)/CXCR4 axis blocks prostate cancer metastasis and growth in osseous sites in vivo. *J Bone Miner Res, 20*(2), 318-329. doi:10.1359/JBMR.041109

Taichman, R. S., Cooper, C., Keller, E. T., Pienta, K. J., Taichman, N. S., & McCauley, L. K. (2002). Use of the stromal cell-derived factor-1/CXCR4 pathway in prostate cancer metastasis to bone. *Cancer Res, 62*(6), 1832-1837. Retrieved from <https://www.ncbi.nlm.nih.gov/pubmed/11912162>

How the deposited data were processed for this re-analysis (not part of the article)

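PC3 cells, a human prostate cancer cell line, were measured on 11 human Clariom D arrays, 1 per condition: siNC, siHOXB13, siHOXA11 and siHOXA11-AS at 24 h and 48 h, and shNC, shIBSP(1) and shIBSP(2) at 48 h. Conditions were taken from the sample labels and the paper. The titles of the last 3 say sh, other fields of their labels say siRNA, and the paper's Table S2 lists siIBSP (1) and (2), so whether they held shRNA or siRNA is not settled. According to the submitters' processing notes, the authors summarized the arrays with Affymetrix Expression Console, and they deposited 1 intensity per probe set and array on a linear scale. The version, the summary method, the normalization between arrays and the annotation build are not given in the sources used here. The design assumed log2 values, and since the deposited values were linear intensities, log2 was taken before any step. No further normalization was applied in the main setting.

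Of 138745 probe sets, 31 were controls, 36176 carried exactly 1 gene symbol in the platform annotation, 1119 carried several and 101450 were unnamed here. No gene was named from a probe set with several symbols, which leaves out HOXA11. A gene with several probe sets was read from the one with the highest mean over the arrays, and the 16808 genes with the highest mean levels, of 33616, were kept. The 23 background probe sets had a median log2 intensity between 3.26 and 3.32 on each array, so genes near that level are measured poorly. The number of arrays limits the precision.

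Differences at 1 time were taken from 1 array each and have no test. The differences common to 24 h and 48 h were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the 8 siRNA arrays with treatment and time as terms and 3 residual degrees of freedom, and Benjamini-Hochberg adjustment at 0.05. The median residual SD was 0.343. The shIBSP arrays were tested in a fit of all 11 arrays with 4 residual degrees of freedom. Nothing in the sources says that the arrays came from separate experiments. The error behind the p-values is the disagreement of each siRNA between 24 h and 48 h, joined in the second fit by that of the shIBSP arrays. It may be technical, but it also holds any true change of an effect with time. The arrays labelled siNC and siHOXB13 at 48 h enter it. On simulated data for siHOXB13 against siNC with the real means and residual SDs of 16808 genes, the fit recovered 0% of 100 genes changed by 1 and 0% of 100 genes changed by 2 on the log2 scale, with 0 false calls. A second run, added after this result was seen, recovered 42% of 100 genes changed by 2 and 91% of 100 genes changed by 4, with 7 false calls. A count of 0 genes from this test therefore does not mean that no gene changed. Counts of genes at an unadjusted p under 0.05 are to be read against a share of 0.05 of the 16808 genes, which unchanged genes would give by chance.

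Correlations and overlaps of 2 knockdowns were set beside 100 simulated draws of unchanged arrays against 1 shared control and beside the overlap of independent lists. Gene lists, 23 in all, were fixed before the data were examined, from textbook knowledge or from Tables S4 and S5. Each list's median was ranked among 10000 random lists drawn within 20 bins of mean level. The list of Table S4 was chosen by the study on these samples. In the mitochondrial list, the name MT-CO2 was an alias of the nuclear pseudogene MTCO2P12 in the annotation and was read as that gene, so medians of the 5 kept genes on the mitochondrial genome were added after the results were seen. On simulated values, an unchanged list came out at percentile 14.8 and a shifted one at percentile 100. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

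The rule for genes named in the text was also fixed beforehand. It takes the 10 largest rises and the 10 largest falls per knockdown at 48 h among genes at least 2-fold different with the same sign at 24 h, the 10 genes highest with both siHOXA11-AS and siHOXB13, the 5 largest rises and the 5 largest falls common to both shIBSP arrays, the genes that the paper measures in PC3 cells, and up to 4 members of each list with the largest differences at 48 h. CXCL1, CXCL8, BMP4, STEAP2 and TMPRSS2 fall under the last part.

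Alternatives were the filter on dim genes, quantile normalization, median centring, the mean of a gene's probe sets, all probe sets without names, other control arrays, an intensity trend, all arrays in 1 fit, no time term, a t-test and leaving out each siRNA array. The t-test was the unpaired one that the paper's methods name, with the 24 h and 48 h arrays of a siRNA as its 2 values. The paper does not describe its use on the arrays. HOXB13 goes against the labels of the arrays labelled siNC and siHOXB13 at 48 h. The labels were kept as deposited, and comparisons without these 2 arrays were added after the data were seen. Gene ontology analysis and clustering by the paper's software were not repeated, and no genome coordinates were used.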

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

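The tests of exchanged labels, of a failed transfection, of a single wrong label and of siHOXA11-AS against each other siRNA array were chosen after the results were seen, and the other 3 tests before. Differences between 24 h and 48 h were not tested, since each condition has 1 array.

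HOXB13 lay at a log2 difference of −2.01 from siNC with siHOXB13 at 24 h and of 1.84 at 48 h on the arrays as labelled. A failed siHOXB13 transfection with both labels right and a wrong label on the siHOXB13 array alone are argued against, provided that Table S4 was drawn from these 48 h arrays: of its 72 genes named, 0 were 2-fold higher with both knockdowns as labelled and 3 with siHOXA11-AS against the array labelled siNC. Exchanged labels of the siNC and siHOXB13 arrays at 48 h are a candidate explanation: 71 of the 72 were then higher with both, the differences of siHOXB13 at the 2 times, without HOXB13, correlated at −0.442 across genes as labelled, and each array lay closest to the 24 h array of the other label. In the paper's RT-qPCR of siHOXB13, HOXB13, CDH1 and ITGB4 (Fig. 2D, 2J and 3E) run the way of the 24 h arrays. ITGAV and ITGA5 (Fig. 3E) and HOXA11-AS (Fig. 2C), the last by only −0.14, run the way of the 48 h labels. MMP3, lowered in Fig. 2J, runs the way of neither, with 0.12 at 24 h and 0.37 at 48 h as labelled. Its 48 h direction would turn with an exchange. The RT-qPCR does not settle which labels are right. A wrong label on the siNC array alone was not tested, and its true control would be missing. It would leave the array labelled siHOXB13 a true knockdown. The 71 of 72 genes higher with both, with that array as the control, argue against this under the same proviso. Where an exchange would have arisen stays open.

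The same 2 arrays enter other results that turn between the times. CDH1 had a log2 difference of 2.93 at 24 h and −2.05 at 48 h with siHOXB13. With siHOXA11-AS, CDH1 had 1.17 at 24 h and −1.58 at 48 h. The Table S4 genes had a median of 1.18 at 24 h and −1.83 at 48 h with siHOXB13.

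Interferon-stimulated genes stood apart at 48 h with siHOXA11-AS and, to a smaller extent, on the array labelled siHOXB13. A response to transfected siRNA as such was to give a similar median with siHOXA11, where the median of the list was −0.185. The rise was thus not shared by siHOXA11. This cannot decide about such a response, since siNC is a transfected siRNA too and an equal response would cancel in each difference. For siHOXA11-AS, the level of the single siNC array is argued against, because the median was at least 1.37 against each of the other 6 siRNA arrays. For the pattern as a whole it stays open, since the median of siHOXA11-AS was 1.65 against the siNC array of 24 h but that of siHOXB13 fell from 0.34 to 0.16, and the planned comparison with shNC was unsuited because the list lies 5.05 higher there. An effect of losing HOXA11-AS, an off-target response to its siRNA pool and a difference of that 1 culture cannot be told apart with 1 array.

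The log2 differences of siHOXA11-AS and siHOXB13 correlated at 48 h, and noise of the 1 shared siNC array is a candidate explanation. With different siNC arrays the correlations were −0.317 and −0.0732, both under the 0.1 that was set for it beforehand. It is left open here because both use an array whose label is in doubt, a condition added after these values were seen. No biological explanation was tested.

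The 3 sh arrays are not described in the paper's text, their titles say sh where other label fields say siRNA, and the paper's Table S2 lists siIBSP (1) and (2), so what the cells were given is not settled. On the shNC array at 48 h, against the array labelled siNC, the median log2 difference was 5.05 for interferon-stimulated genes, 1.02 for NF-kB target genes, 1.09 for bone matrix and bone metastasis genes and 1.02 for amino acid and unfolded protein stress genes. Interferon-stimulated genes had a median of −1.04 with shIBSP(2) against shNC. The 6 genes of the list read for RNA quality, 1 of them the nuclear pseudogene MTCO2P12, had 0.76 on the shNC array (percentile 99.8) and −0.39 and −0.46 with shIBSP(1) and shIBSP(2), and the 5 mitochondrially encoded ones, read after this was seen, had 0.41, −0.29 and −0.39.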

How the results depend on the processing

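The comparisons against the siNC array of 24 h, without the arrays in doubt, with exchanged labels and of the mitochondrial list without a pseudogene were chosen after the data were seen, and all others before. An exception is the interferon list with siHOXA11-AS and siHOXB13 against the siNC array of 24 h, which was planned before. Kept within 1.5 times for a count, 0.1 for a correlation, 1 SD of the random lists for a list median and 1 residual SD for a gene were 51 of 96 counts of 2-fold differences, 19 of 37 correlations, 18 of 18 distances, 12 of 26 list medians and 460 of 480 differences of single genes named in the text. limma called 0 genes in every comparison under each filter, normalization, choice of probe sets, prior, set of arrays and time term tried, and leaving out each siRNA array in turn gave 0 to 0. The unpaired t-test named in the paper's methods, with the 24 h and 48 h arrays of a siRNA as its 2 values, gave 973, 445 and 586 genes for siHOXA11-AS, siHOXB13 and siHOXA11 when unadjusted. After adjustment it gave 0. For shIBSP, counting 2-fold differences of 1 array with no test gave 354 and 984. No analysis paired by replicate was possible because each condition has 1 array. Time, which each siRNA has at 24 h and 48 h, was a term of the limma fit instead, and 0 genes were called without it too. Signal over background limits CCL2, IBSP and ITGB3, whose mean log2 intensities of 3.78, 3.80 and 3.89 lie near the background probe sets. Where a filter or the use of all probe sets moved a count, the number of features counted had changed, and for the other settings the cause was not tested.

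With a stricter filter on level, the counts higher were 374 and 409 for siHOXA11-AS at 48 h and 24 h, 436 and 472 for siHOXB13 and 307 and 333 for siHOXA11, and the counts lower were 218 and 144 for siHOXA11-AS and 76 and 74 for siHOXB13 and siHOXA11 at 24 h. 96 genes were higher with both siHOXA11-AS and siHOXB13, and the interferon-stimulated genes had medians of 2.17 and 0.57 with them. With no filter, the counts lower were 545 and 493 for siHOXA11-AS at 48 h and 24 h, 331 for siHOXB13 and 292 for siHOXA11 at 24 h, 1202 were higher with siHOXA11 at 48 h, and the interferon-stimulated genes had 1.65 with siHOXA11-AS. Over all probe sets, the counts higher were 2282 and 2286 for siHOXA11-AS at 48 h and 24 h, 3849 and 2307 for siHOXB13 and 4351 and 1949 for siHOXA11, those lower were 2074 and 2012, 2390 and 1813, and 5498 and 1691, and 688 were higher with both. With median centring, the counts at 24 h were 402 higher and 496 lower for siHOXA11-AS, 356 and 445 for siHOXB13 and 310 and 361 for siHOXA11, 1168 were higher with siHOXA11 at 48 h, and the interferon-stimulated genes had 1.62 with siHOXA11-AS and 0.0182 with siHOXA11. With quantile normalization, 1034 genes were higher with siHOXA11 at 48 h and the list had 1.63 with siHOXA11-AS.

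With the mean of both siNC arrays as the control at 48 h, 213 genes were lower with siHOXA11-AS, 318 lower with siHOXB13 and 79 higher with both. The correlations were 0.178 for siHOXA11-AS and siHOXB13, 0.0608 for siHOXA11 and siHOXA11-AS and 0.166 for siHOXA11 and siHOXB13, and the interferon-stimulated genes had 1.86 with siHOXA11-AS. With shNC as the control, 940 genes were lower with siHOXA11-AS, 392 higher and 1169 lower with siHOXB13, and 1 Table S4 gene was higher with both. The correlations were 0.538, 0.474 and 0.535, and the interferon-stimulated genes had −2.97, −4.41 and −5.09 with siHOXA11-AS, siHOXB13 and siHOXA11, the reverse of the direction against siNC for the first pair. With the siNC array of 24 h, 1409 genes were higher with siHOXA11-AS and 1125 with siHOXA11, and the list had 1.65 and −0.38. At 24 h in place of 48 h it had 0.13 with siHOXA11-AS and 0.10 with siHOXB13.

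With different control arrays, one knockdown at 24 h and the other at 48 h, the correlations were −0.317 and −0.0732 for siHOXA11-AS and siHOXB13, −0.0421 and −0.0831 for siHOXA11 and siHOXA11-AS, and −0.354 and −0.206 for siHOXA11 and siHOXB13. With siNC for one and shNC for the other at 48 h, they were −0.155 and −0.210, −0.0919 and −0.233, and 0.0732 and −0.105. With the labels of the 48 h siNC and siHOXB13 arrays exchanged, 71 Table S4 genes were higher with both, as were 416 of all genes kept against 152 as labelled, and the correlation of siHOXA11-AS and siHOXB13 was 0.649 against 0.382.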

Differences from the paper's values

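The comparison with exchanged labels was chosen after the values were seen. The paper's Table S4 lists 73 genes as raised over 2-fold by both siHOXA11-AS and siHOXB13, and 0 of the 72 named on the array were so at 48 h as labelled. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's count: quantile normalization, median centring, the mean of a gene's probe sets and the mean of both siNC arrays as control each gave 0, and shNC as control gave 1. With the labels of the siNC and siHOXB13 arrays of 48 h exchanged, a setting chosen after the values were seen, 71 of the 72 were 2-fold higher with both, which leaves 1 of the named genes out. At 24 h as labelled, 30 were.

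The paper shows HOXB13 lowered by siHOXB13 and not altered by siHOXA11 or siHOXA11-AS (Fig. 2D). As labelled, HOXB13 at 48 h had log2 differences from siNC of 1.84 with siHOXB13, 2.60 with siHOXA11 and 2.68 with siHOXA11-AS, and at 24 h of −2.01, 0.43 and −0.08. The paper has HOXA11-AS lowered by siHOXB13 (Fig. 2C). On the arrays its log2 difference was −0.14 at 48 h as labelled and 0.19 at 24 h. For siHOXA11, which the paper also has lowering HOXA11-AS, it was −0.43 and −0.01. The 24 h arrays of siHOXB13 and siHOXA11 lay higher as a whole, with medians of 7.46 and 7.44 over the genes kept against 7.24 with siNC.

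The paper reads its heatmap as HOXA11 knockdown running opposite to the knockdowns of HOXA11-AS and HOXB13 (Fig. 2F). At 48 h as labelled, 87 genes were 2-fold higher and 103 were 2-fold lower with both siHOXA11 and siHOXA11-AS, against 58 and 10 in opposite directions. For siHOXA11 and siHOXB13 the numbers were 146 and 265, against 31 and 9. The first pair uses 1 of the 2 arrays whose labels are in doubt and the second pair uses both. The correlations across genes were 0.18 and 0.33, where unchanged arrays of equal spread against a shared control give 0.50. With different siNC arrays, they were −0.0421 and −0.0831 for the first pair and −0.354 and −0.206 for the second. All of these use an array in doubt. At 24 h, where the labels are not in doubt, the correlations were 0.54 and 0.62 with a shared control. The paper's RT-qPCR has CDH1 raised and MMP3 lowered by siHOXB13 (Fig. 2J). CDH1 had −2.05 at 48 h as labelled and 2.93 at 24 h, and MMP3 had 0.37 and 0.12. For siHOXA11-AS at 48 h the paper has CDH1 raised and MMP3 lowered (Fig. 1F). On the arrays CDH1 had −1.58 at 48 h against the array labelled siNC, 1.25 at 48 h against the siNC array of 24 h, and 1.17 at 24 h. The array labelled siNC at 48 h itself had CDH1 2.83 above that of 24 h. CDH1 lay lower on the array labelled siHOXB13 at 48 h than with siHOXA11-AS, so its direction turns if the 2 labels are exchanged. MMP3 had −0.16 and −0.09 with siHOXA11-AS at 48 h and 24 h. The paper's RT-qPCR has ITGB4 raised and ITGA5 and ITGAV lowered by siHOXB13 (Fig. 3E), and on the arrays ITGB4 had −1.24 at 48 h as labelled and 0.51 at 24 h, ITGA5 −0.50 and 0.77, and ITGAV −1.42 and 0.21. The paper's RT-qPCR has the integrins lowered by siHOXA11-AS too (Fig. 3E), and its Fig. S5 has ITGB5 protein induced. On the arrays with siHOXA11-AS at 48 h, against the array labelled siNC, whose label is in doubt, ITGA5 and ITGB5 had 0.62 and 0.84, and ITGAV, ITGB1, ITGB4 and the dim ITGB3 had −0.54, −0.19, −0.76 and −0.31. Against the siNC array of 24 h instead, the last 4 had 0.11, −0.14, 0.01 and −0.22, and at 24 h they had 1.05, 0.32, 0.24 and 0.12. ITGAV and ITGB4 lay lower on the array labelled siHOXB13 at 48 h than with siHOXA11-AS, so their direction turns if the 2 labels are exchanged. The paper's RT-qPCR has CCL2 lowered by siHOXA11-AS (Fig. 3B) and CCR2 lowered by siHOXB13 (Fig. S4). On the arrays CCL2, which was dim, had 0.45 at 48 h and 0.29 at 24 h with siHOXA11-AS, and CCR2 had 0.03 as labelled and −0.02 with siHOXB13.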

Other observations

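The comparisons against the siNC array of 24 h and the fits without the 2 arrays in doubt were chosen after the results were seen. With siHOXA11-AS, cholesterol synthesis genes lay above their random lists at 48 h, with a median log2 difference of 0.56 over 16 genes (percentile 100), of which 5 were at least 2-fold higher and 0 lower. MSMO1, a sterol methyl oxidase gene, had 2.31 and HMGCS1, the HMG-CoA synthase gene, had 1.80, and at 24 h they had 0.73 and 1.46. Against the siNC array of 24 h the median was 1.16, with 11 genes 2-fold higher, but time differs there too. The list lay at 0.44 (percentile 96.8) on the array labelled siNC at 48 h against that of 24 h. 16 amino acid and unfolded protein stress genes also had a median of 0.56 with siHOXA11-AS at 48 h (percentile 100), with the cystine transporter gene SLC7A11 at 1.63 and the glutathione-degrading enzyme gene CHAC1 at 1.52. Their median was 1.04 against the siNC array of 24 h, from which the array labelled siNC at 48 h lay at 0.44 (percentile 97.1). On the array labelled siHOXB13 the medians of the 2 lists were −0.15 (percentile 34.3) and −0.42 (percentile 1.8). With siHOXA11 they were −0.21 (percentile 67.2) and −0.64 (percentile 4.75). 26 mitosis genes had medians of −0.18 with siHOXA11-AS (percentile 0.3), −0.12 with siHOXB13 (percentile 42.5) and −0.49 with siHOXA11 (percentile 28.4). CCNA2, the cyclin A gene, had −1.87 at 48 h and −0.88 at 24 h with siHOXA11-AS. The median of the mitosis list at 24 h with siHOXA11-AS was 0.14 (percentile 26.7), opposite in sign to 48 h. limma called 0 genes of these lists over both times, and 0 when adjusted over the list alone.

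With siHOXA11 at 48 h, whose array stood furthest from the others, 26 DNA replication genes had a median of −0.76 (percentile 0.7). It was −0.10 with siHOXA11-AS (percentile 1.9) and −0.45 with siHOXB13 (percentile 0.3). The 16 hypoxia and glycolysis genes had −0.97 with siHOXA11 (percentile 0.3), against −0.15 (percentile 2.1) and −0.51 (percentile 0.5). With siHOXA11, PDK1, a kinase that holds back pyruvate oxidation, had −2.45 and HK2, the hexokinase 2 gene, had −1.90. At 24 h, the 2 lists had 0.01 and 0.04 with siHOXA11. Set against siNC of 24 h instead, siHOXA11 at 48 h had −0.71 (percentile 0.12) for DNA replication, but −0.15 (percentile 42.1) for hypoxia and glycolysis, with PDK1 at −0.20, since that list lay at 0.91 on the array labelled siNC at 48 h. Among epithelial genes with siHOXA11, KRT19 and KRT18 had −2.21 and −2.14 at 48 h, −0.94 and −1.89 against the siNC array of 24 h, and 0.57 and 0.35 at 24 h. 12 mesenchymal genes had medians of −0.07, −0.44 and −0.21 with siHOXA11-AS, siHOXB13 and siHOXA11, and SNAI2, an EMT transcription factor gene, had −3.12 at 48 h and 1.76 at 24 h with siHOXB13. 9 matrix metalloproteinase and inhibitor genes had −0.02, −0.56 and −0.09. The directions with siHOXB13 at 48 h rest on the arrays whose labels are in doubt.

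Besides CXCL1 and CXCL8, 3 further genes passed with siHOXA11-AS when adjusted over their list alone, with no adjustment across the 23 lists and 3 knockdowns. STEAP2 and TMPRSS2, of 7 androgen-responsive prostate cell markers, had log2 differences of 1.30 and 1.42 over both times (standard errors 0.34 and 0.36, adjusted p = 0.0146 for each from limma), and BMP4, of 6 bone matrix and bone metastasis genes, had 1.48 (standard error 0.41, adjusted p = 0.0355). All were higher than siNC at both times. Without the 2 arrays in doubt the adjusted p from limma was 0.142, 0.139 and 0.309. Without the siNC array of 24 h it was 0.130, 0.130 and 0.113, without the array labelled siNC at 48 h 0.0842, 0.0611 and 0.224, and without the siHOXA11-AS array of 48 h 0.234, 0.234 and 0.577. BMP4 also missed 0.05 without either siHOXB13 array (0.0585). The medians of the 2 lists at 48 h were −0.04 and 0.60 with siHOXA11-AS, −0.20 and 0.46 with siHOXB13, and −0.21 and −0.08 with siHOXA11. With the mean of a gene's probe sets, TMPRSS2 had 0.24 at 48 h and 0.64 at 24 h, against 1.53 and 1.31 from its brightest probe set. 4 osteoblastic cell markers had medians of 0.51, 0.14 and 0.15.

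Among the genes 2-fold higher with both siHOXA11-AS and siHOXB13 at 48 h, the zinc finger genes ZNF91 and ZNF254 had 3.17 and 2.38 with siHOXA11-AS and 3.23 and 3.08 on the array labelled siHOXB13. At 24 h they had −0.44 and −0.25 with siHOXA11-AS and −1.88 and −1.93 with siHOXB13. On the array labelled siNC at 48 h they lay at −2.89 and −2.47 from the siNC array of 24 h. With the mean of its probe sets, ZNF91 had 1.02 with siHOXA11-AS and 0.95 on the array labelled siHOXB13 at 48 h.

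The paper measured integrins (Fig. 3E) and IBSP (Fig. 4A) by RT-qPCR in PC3 cells transfected with siHOXB13 or siHOXA11-AS. On the arrays ITGAV had −0.54 at 48 h and 1.05 at 24 h with siHOXA11-AS, and −1.42 and 0.21 with siHOXB13. ITGB1 had −0.19 and 0.32 with siHOXA11-AS and 0.03 and 0.03 with siHOXB13. ITGA5 had 0.62 and 0.08 with siHOXA11-AS, ITGB4 −0.76 and 0.24, and ITGB5 0.84 and −0.24. The 48 h values rest on the array labelled siNC, whose label is in doubt, and with siHOXA11-AS at 48 h against the siNC array of 24 h, ITGAV had 0.11, ITGB4 0.01 and the dim IBSP 0.18. IBSP was dim and had −0.35 and 0.59 with siHOXA11-AS. With shIBSP(1) and shIBSP(2), IBSP differed from shNC by 0.34 and −0.33, so its level gives no check of these labels. MMP3 had −0.16 and −0.09 with siHOXA11-AS. GAPDH, the reference gene of the RT-qPCR, lay between −0.11 and 0.02 in the 48 h comparisons with the array labelled siNC.

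Against shNC, 85 genes were 2-fold higher and 269 lower with shIBSP(1), and 166 and 818 with shIBSP(2). The interferon-stimulated genes CMPK2, MX2 and RSAD2 had −2.66, −1.92 and −1.77 with shIBSP(1) and −3.17, −2.89 and −2.02 with shIBSP(2), and the median of the list was −0.79 with shIBSP(1). SPATA5 had 2.30 and 1.62 and FABP7, a fatty acid binding protein gene, 1.41 and 1.61. limma called 0 genes for shIBSP, with 427 at an unadjusted p under 0.05.

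12 RNA interference genes had −0.12, −0.02 and −0.20 at 48 h with siHOXA11-AS, siHOXB13 and siHOXA11, and 12 housekeeping genes −0.01, −0.22 and −0.11. 12 HOX cluster protein-coding genes had 0.03, 0.02 and 0.19, and 7 HOX cluster noncoding RNAs −0.01, −0.14 and −0.50.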
